# CPSF3 inhibition blocks pancreatic cancer cell proliferation through disruption of core histone mRNA processing

**DOI:** 10.1261/rna.079931.123

**Published:** 2024-03

**Authors:** Abdulrahman A. Alahmari, Aditi H. Chaubey, Venkata S. Jonnakuti, Arwen A. Tisdale, Carla D. Schwarz, Abigail C. Cornwell, Kathryn E. Maraszek, Emily J. Paterson, Minsuh Kim, Swati Venkat, Eduardo Cortes Gomez, Jianmin Wang, Katerina V. Gurova, Hari Krishna Yalamanchili, Michael E. Feigin

**Keywords:** CPSF3, JTE-607, alternative polyadenylation, histone processing, chromatin stability

## Abstract

Pancreatic ductal adenocarcinoma (PDAC) is a lethal disease with limited effective treatment options, potentiating the importance of uncovering novel drug targets. Here, we target cleavage and polyadenylation specificity factor 3 (CPSF3), the 3′ endonuclease that catalyzes mRNA cleavage during polyadenylation and histone mRNA processing. We find that *CPSF3* is highly expressed in PDAC and is associated with poor prognosis. *CPSF3* knockdown blocks PDAC cell proliferation and colony formation in vitro and tumor growth in vivo. Chemical inhibition of CPSF3 by the small molecule JTE-607 also attenuates PDAC cell proliferation and colony formation, while it has no effect on cell proliferation of nontransformed immortalized control pancreatic cells. Mechanistically, JTE-607 induces transcriptional readthrough in replication-dependent histones, reduces core histone expression, destabilizes chromatin structure, and arrests cells in the S-phase of the cell cycle. Therefore, CPSF3 represents a potential therapeutic target for the treatment of PDAC.

## INTRODUCTION

Pancreatic ductal adenocarcinoma (PDAC) is the third leading cause of cancer-related deaths with a 5-yr survival rate of 12%, due in part to the lack of effective treatment options (Siegel et al. 2023). PDAC is primarily driven by mutations in the oncogene *KRAS* and several tumor suppressors, including *TP53*, *CDKN2A*, and *SMAD4* (Kleeff et al. 2016). However, as clinically effective modulators of the activity of these proteins are not currently available, identification of novel targets amenable to small molecule inhibition is a critical undertaking. Recently, large-scale RNA-sequencing efforts of PDAC tumors have revealed widespread dysregulation of oncogenic gene expression, allowing the characterization of several PDAC subtypes and phenotypic states (Collisson et al. 2011; Moffitt et al. 2015; Bailey et al. 2016; Peng et al. 2019). These gene expression changes are critical for driving tumor phenotypes, including metastatic progression (Shankar et al. 2016; Roe et al. 2017; Abel et al. 2018; Wang et al. 2019; Sodir et al. 2020). While these gene expression changes have been extensively cataloged, the mechanisms underlying this transcriptional heterogeneity remain largely unknown (Venkat et al. 2021). We propose that targeting these drivers of dysregulated gene expression represents an opportunity to reverse widespread oncogenic activity in transformed cells.

One such gene regulatory process that has been implicated in cancer is mRNA processing, a step that is crucial for the maturity of newly transcribed RNAs. For most human genes, nascent RNAs undergo cleavage and polyadenylation, or CPA. Because most genes have multiple polyadenylation recognition sites (PASs) within the 3′ untranslated region (UTR), the choice of where mRNA is cleaved and polyadenylated can generate distinct transcript isoforms with different 3′-UTR lengths, ultimately affecting mRNA stability, localization, and translation (Gruber and Zavolan 2019). This process is called alternative polyadenylation, or APA, and is widely dysregulated in cancer (Masamha and Wagner 2018; Gruber and Zavolan 2019; Yuan et al. 2021). Recently, we identified widespread APA alterations in PDAC patients that are associated with functional changes in both gene and protein expression of growth-promoting genes (Venkat et al. 2020). Unlike polyadenylated genes, a class of histone genes is processed on the mRNA level by cleavage but not polyadenylation. These histones are replication-dependent (RD) and are crucial for cell proliferation. While CPA and histone mRNA processing are regulated by two different complexes, some proteins are in fact important regulators of both processes. One such protein that is the focus of our study is cleavage and polyadenylation specificity factor 3 (CPSF3) (Sullivan et al. 2009b), the endonuclease responsible for the cleavage of mRNAs. As a part of the CPA complex, CPSF3 cooperates with other CPA factors to cleave the mRNA before the addition of the poly(A) tail. As part of the histone cleavage complex (HCC), however, CPSF3 cleaves pre-mRNAs of RD core histones, but these pre-mRNAs do not get polyadenylated. Both CPA and histone mRNA processing are important biological processes for cell proliferation and survival. The fact that CPSF3 is an enzyme opens the possibility of its pharmacological targeting. Recently, CPSF3 was identified as the target of the small molecule JTE-607 (Kakegawa et al. 2019; Ross et al. 2020). JTE-607 is hydrolyzed into an active compound that directly interacts with the CPSF3 interfacial cavity (Ross et al. 2020). This interaction inhibits CPSF3 catalytic activity leading to accumulation of unprocessed newly synthesized pre-mRNAs. JTE-607 induces apoptosis of human acute myeloid leukemia (AML) and Ewing's sarcoma cells in vitro and prolongs survival of tumor-bearing mice in xenograft models in vivo (Uesato et al. 2006; Tajima et al. 2010). JTE-607 inhibits migration, invasion, and self-renewal of breast cancer cells (Liu et al. 2022). Notably, administration of JTE-607 in healthy volunteers demonstrated the safety of this compound in humans, with no severe adverse events reported (Borozdenkova et al. 2011). However, the role of CPSF3 and the effect of JTE-607 in epithelial cancers remain largely unknown.

Here, we show that knockdown and/or inhibition of CPSF3 attenuates PDAC cell proliferation in vitro and in vivo. We find that *CPSF3* is highly expressed in PDAC patients and is a predictor of poor outcome. We demonstrate that small molecule inhibition of CPSF3 by JTE-607 selectively attenuates the proliferation of PDAC cells but not immortalized control cells. Additionally, we conduct a global analysis of CPSF3 disruption in PDAC, uncovering gene regulatory mechanisms that distinctly affect PDAC cells upon either *CPSF3* knockdown or inhibition. We uncover that JTE-607 dysregulates RD histones, destabilizes chromatin structure, and arrests cells in the S-phase of the cell cycle. Overall, our findings uncover new functions of CPSF3 in cancer and nominate CPSF3 as a novel therapeutic target in PDAC.

## RESULTS

### *CPSF3* is up-regulated in human PDAC and required for PDAC cell proliferation

To determine the clinical significance of *CPSF3* expression in PDAC, we first analyzed gene expression data from the Clinical Proteomic Tumor Analysis Consortium (CPTAC) (Cao et al. 2021). *CPSF3* expression was significantly higher in PDAC tumors (*n* = 135), as compared with non-tumor adjacent tissues (*n* = 18) and normal pancreata (*n* = 7) (Fig. 1A). Consistent with this finding, *CPSF3* expression was also significantly higher in the pancreatic adenocarcinoma (PAAD) data set from The Cancer Genome Atlas (TCGA) (*n* = 147) as compared to normal pancreata (*n* = 165) from the Genotype-Tissue Expression (GTEx) project (Fig. 1B). We then sought to assess *CPSF3* expression status in our cell line models. In agreement with the clinical data, we found that *CPSF3* is up-regulated in PDAC cell lines (MiaPaCa2, Suit2, Panc1) as compared to nontransformed immortalized pancreatic epithelial cells (HPNE and HPDE; from now on referred to as immortalized control cells) by western blot (WB) and RT-qPCR (Fig. 1C; Supplemental Fig. S1A). Other CPA factors were also up-regulated in our PDAC cell lines compared to immortalized control HPNE cells (Supplemental Fig. S1B–I). This is consistent with our previous report where multiple CPA factors are up-regulated in PDAC patients (Venkat et al. 2020). We chose to focus on CPSF3 as it is an enzyme and therefore is a potential druggable target. We then sought to assess the relationship between *CPSF3* expression and PDAC patient outcome. Patients with high *CPSF3* expression had significantly worse overall survival than patients with low *CPSF3* expression (*P* = 0.00164, hazard ratio 5.047 [1.842–13.827]). Specifically, patients in the top quartile of *CPSF3* expression had a median survival of 14.2 mo, while those in the bottom quartile of *CPSF3* expression had a median survival of 33.5 mo (Fig. 1D). Therefore, *CPSF3* is highly expressed in PDAC, high expression correlates with poor patient outcome, and our cell models are appropriate for mechanistic studies.

**FIGURE 1.**
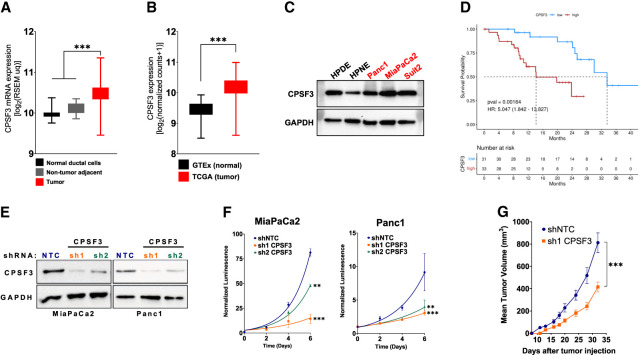
*CPSF3* is highly expressed in PDAC and is required for PDAC cell proliferation. (*A*) *CPSF3* mRNA expression from CPTAC PDAC patient data. Whiskers indicate minimum and maximum data points. (***) *P* < 0.0001, ordinary one-way ANOVA with Tukey multiple comparisons test. (*B*) *CPSF3* mRNA expression from PDAC patient data (TCGA) as compared to normal pancreas (GTEx). Whiskers indicate minimum and maximum data points. (***) *P* < 0.0001, unpaired *t*-test with Welch's correction. (*C*) Immunoblot of CPSF3 in immortalized control pancreatic epithelial cells (black) and PDAC cells (red). (*D*) Kaplan–Meier survival curves of PDAC patients with high (red) and low (blue) *CPSF3* mRNA levels. Data were obtained from the CPTAC database. (*E*) Immunoblot of CPSF3 in shNTC, sh1, and sh2 CPSF3 knockdown cells. (*F*) Proliferation rates at days 0, 2, 4, and 6 of shNTC (blue), sh1 (orange), and sh2 (green) CPSF3 knockdown cells. (**) *P* < 0.01, (***) *P* < 0.001; two-way ANOVA with Dunnett's multiple comparisons test. (*G*) Mean tumor volume (mm^3^) of CPSF3 knockdown (orange) and control (blue) MiaPaCa2 tumors. (***) *P* < 0.001, two-way ANOVA.

To define the functional role of *CPSF3* in PDAC, we first took a genetic approach and generated stable *CPSF3* knockdown MiaPaCa2 and Panc1 cells. We used two different short-hairpin RNAs (sh1 and sh2) targeting *CPSF3*, and a nontargeting control (shNTC). Successful knockdown of *CPSF3* was confirmed at the protein and RNA level by WB and RT-qPCR, respectively, with sh1 cells having the highest level of knockdown in both cell lines (Fig. 1E; Supplemental Fig. S2A). We then examined the effect of *CPSF3* knockdown on cell proliferation and colony formation capability. *CPSF3* knockdown significantly attenuated proliferation as compared with shNTC controls in both MiaPaCa2 and Panc1 cells (Fig. 1F). *CPSF3* knockdown also significantly decreased colony formation (Supplemental Fig. S2B,C). In both the proliferation and colony formation assays, and in both PDAC cell lines, sh1 CPSF3 had the strongest phenotype, consistent with higher levels of *CPSF3* knockdown. In contrast, knockdown of *CPSF3* in immortalized HPNE cells had no effect on proliferation (Supplemental Fig. S2D,E). Next, we sought to determine the requirement for CPSF3 in PDAC tumor growth in vivo. We implanted MiaPaCa2 cells (either shNTC or sh1 CPSF3, 5 × 10^5^ per mouse) subcutaneously into the flanks of NOD/SCID/IL2Rγ^−/−^ (NSG) mice. *CPSF3* knockdown tumors grew significantly slower, and weighed significantly less at the end point, than shNTC tumors (Fig. 1G; Supplemental Fig. S3A,B). No changes in tumor histopathology were noted by hematoxylin and eosin (H&E) staining (Supplemental Fig. S3C). Immunohistochemical (IHC) analysis revealed that CPSF3 knockdown was maintained in vivo (Supplemental Fig. S3D). Finally, IHC for Ki67 revealed a significant decrease in proliferation in *CPSF3* knockdown tumors as compared with shNTC controls (Supplemental Fig. S3E). Overall, these data support the requirement for CPSF3 in PDAC cell proliferation and tumor growth.

### PDAC cells are sensitive to the chemical inhibition of CPSF3

CPSF3 was recently identified as the target for the small molecule JTE-607. JTE-607 is a prodrug that, when metabolized by the ester hydrolyzing enzyme carboxylesterase 1 (CES1), binds to CPSF3 and inhibits its catalytic activity, impairing the processing of newly synthesized mRNAs (Ross et al. 2020). As genetic depletion of *CPSF3* attenuated PDAC cell proliferation (Fig. 1), we hypothesized that pharmacologic inhibition of CPSF3 with JTE-607 could represent a novel therapeutic approach in PDAC. We therefore examined the sensitivity of multiple human pancreatic cell lines, both immortalized control cells and PDAC, to JTE-607 in a 72-h dose–response cell viability assay. Immortalized control pancreatic epithelial cells (HPNE, IC50 = 130.4 μM; HPDE, IC50 = 60.11 μM) and human cancer-associated fibroblast cell lines (C7 CAF, IC50 = 70.04 μM; PancPat CAFs, IC50 = 114.2 μM) were not sensitive to JTE-607 (Fig. 2A,B). In contrast, human PDAC cell lines displayed a range of sensitivities to JTE-607, with Panc1 cells being the most sensitive (IC50 = 2.163 μM) (Fig. 2A). Importantly, the relationship between cell line doubling time and JTE-607 sensitivity shows that sensitivity to JTE-607 was associated with proliferation rate (Fig. 2C). Next, we determined the effect of JTE-607 on cell proliferation by treating cells with increasing concentrations of JTE-607 and assessing cell viability in a time-dependent fashion (Fig. 2D,E). JTE-607 had no effect on proliferation in HPNE cells (Fig. 2D). However, the proliferation of MiaPaCa2 and Panc1 PDAC cells was significantly attenuated by JTE-607, in a dose-dependent manner (Fig. 2E). Finally, we tested the effect of JTE-607 on colony formation in PDAC cell lines. JTE-607 significantly decreased colony formation in all PDAC cell lines tested (Fig. 2F; Supplemental Fig. S4A–D). Therefore, JTE-607 selectively attenuates the proliferation of PDAC cells over immortalized control pancreatic cells.

**FIGURE 2.**
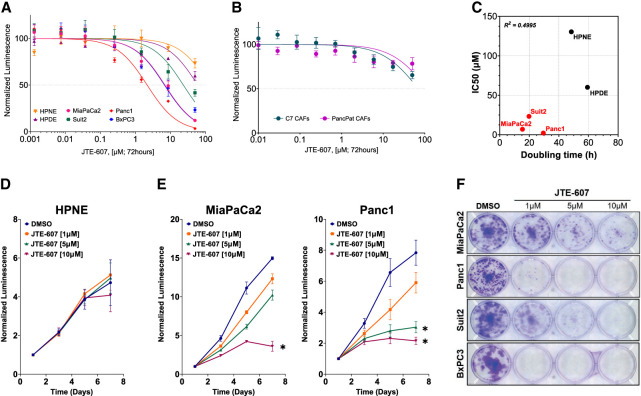
PDAC cell lines are sensitive to CPSF3 inhibition by JTE-607. (*A*) IC50 of JTE-607 on immortalized control (HPNE and HPDE) and PDAC (MiaPaCa2, Panc1, Suit2, BxPC3) cell lines after 72 h of treatment. (*B*) IC50 of JTE-607 on human fibroblast C7 and PancPat CAFs after 72 h of treatment. (*C*) Association between doubling time and IC50 of JTE-607 in pancreatic cell lines. Red denotes PDAC cells while black denotes immortalized control cell lines. *R*^2^ = 0.4995. (*D, E*) Proliferation rates at days 0, 2, 4, and 6 of immortalized control and PDAC cell lines after treatment with escalating concentrations of JTE-607. (*) *P* < 0.05; two-way ANOVA with Dunnett's multiple comparisons test. Data are shown as mean ± SEM. (*F*) Clonogenic growth assay of PDAC cell lines after treatment with increasing concentration of JTE-607.

### mRNA 3′-end processing is distinct between knockdown and chemical inhibition of CPSF3

Because JTE-607 inhibits CPSF3 catalytic activity without inducing target degradation, we sought to understand if the function of CPSF3 is distinct between knockdown and inhibition. As CPSF3 is an integral component of the CPA complex and the HCC (Wagner et al. 2007; Sullivan et al. 2009b; Yang et al. 2020), we hypothesized that CPSF3 disruption would affect both APA and histone mRNA processing. To test this hypothesis, we subjected *CPSF3* knockdown and JTE-607-treated Panc1 cells to RNA-sequencing (whole transcriptome sequencing with ribosomal RNA depletion and primed with random priming). 

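Panc1 cells, a human line from a pancreatic ductal adenocarcinoma, gave 12 libraries in 4 groups of 3 biological samples. In the drug experiment, cells were treated for 24 h with 10 µM JTE-607 or with DMSO. In the knockdown experiment, cells stably expressing the shRNA sh1 against CPSF3 were compared with cells expressing the nontargeting shNTC; 72 h passed between infection and selection, and puromycin was used at 2.5 µg/ml. Random priming of total RNA without ribosomal RNA also captures histone mRNAs that lack a poly(A) tail. The authors deposited raw counts per gene and named STAR 2.7.9a and featureCounts of Subread 1.6.4 among their tools. Total counts were 11429714, 8776989 and 8170711 in the DMSO libraries and 7802288, 11193211 and 10091714 in the JTE-607 libraries. They were 12164536, 13282977 and 14625914 in the shNTC libraries and 11964157, 13679393 and 14172914 in the sh1 libraries. CPSF3 itself had 919, 695 and 664 counts with DMSO, 611, 873 and 807 with JTE-607, 838, 818 and 1007 with shNTC, and 151, 170 and 239 with sh1.

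Each comparison was fitted on its own 6 libraries with the quasi-likelihood test of edgeR after TMM normalization, for 13921 genes with JTE-607 and 15148 genes in the knockdown that passed a filter on low counts. Normalized levels are given as CPM, the counts scaled to the size of the library, and fold changes as log2 values with their standard errors. The biological coefficient of variation was 0.0613 in the drug experiment and 0.164 in the knockdown experiment, so smaller changes pass the test with JTE-607. A comparison of single values between 3 and 3 libraries cannot give a two-sided exact p under 0.1. The strand setting and the handling of reads that map to several genes are not given with the counts, so values of overlapping genes and of near-identical copies are less certain. The counts of some genes also differed widely between the experiments, and the cause was not tested. In all 6 drug libraries 16 genes with at least 100 counts in the knockdown libraries had 0, among them EIF4A1 with 2307. The reverse held for 14 genes, among them TOMM6 with 384.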

Next, we performed APA analysis using polyAMiner-Bulk to uncover significantly altered changes in 3′-UTR length (Yalamanchili et al. 2020; Jonnakuti et al. 2023). Briefly, polyAMiner-Bulk detects APA alterations from bulk RNA-seq data (see Materials and Methods for details) by generating a poly(A) index score (PolyAIndex) for each gene based on the relative abundances of 3′-UTR long and short forms. Cleavage at a proximal polyadenylation signal (pPAS) generates a short 3′ UTR, while cleavage at a distal polyadenylation signal (dPAS) generates a long 3′ UTR. A negative PolyAIndex indicates a shortening event, and a positive PolyAIndex indicates 3′-UTR lengthening. To identify differential APA genes (DAGs) with minimum false positives/negatives and better understand the differences between knockdown and inhibition, we chose a stringent PolyAIndex threshold (−0.5 > PolyAIndex > 0.5; *P*adj < 0.05) (Supplemental Table S1). In the *CPSF3* knockdown cells, PolyAMiner-Bulk detected 85 significant DAGs, of which 43 genes underwent 3′-UTR lengthening (PolyAIndex > 0.5; *P*adj < 0.05) and 42 genes underwent 3′-UTR shortening (PolyAIndex < −0.5; *P*adj < 0.05) (Supplemental Fig. S5A). In the CPSF3 inhibition model, PolyAMiner-Bulk detected 174 significant DAGs, of which 138 underwent 3′-UTR lengthening (PolyAIndex > 0.5; *P*adj < 0.05) and 36 genes underwent 3′-UTR shortening (PolyAIndex < −0.5; *P*adj < 0.05) (Supplemental Fig. S5B). Of note, JTE-607 treatment exhibited more DAGs than *CPSF3* knockdown, with genes undergoing lengthening events being the most predominant. Surprisingly, however, the DAGs identified in both *CPSF3* knockdown and inhibition do not converge, with only two shared DAGs altered in the same direction between both conditions (Supplemental Fig. S5C).

To determine if these distinct patterns are due to differences in CPA complex stability upon *CPSF3* knockdown or inhibition, we performed immunoprecipitation (IP) experiments to pull down multiple CPA complexes. The CPA machinery is composed of multiple complexes including the CPSF complex, the cleavage stimulation factor (CSTF) complex, and the cleavage factor (CFI and CFII) complexes. The CPSF complex forms two subcomplexes, the mammalian polyadenylation specificity factor (mPSF) containing CPSF1, WDR33, FIP1, and CPSF4, which recognizes the AAUAAA PAS, and the mammalian cleavage factor (mCF) subcomplex containing CPSF2, CPSF3, and Symplekin, which possesses endonucleolytic activity (Shi and Manley 2015). We found that *CPSF3* knockdown, but not inhibition, destabilizes the CPA complex (Supplemental Fig. S6A–C). The amount of CPSF2 and CPSF3 bound to CPSF4 decreases upon *CPSF3* knockdown, consistent with their heterodimer function (Supplemental Fig. S6A). The other CPA factors probed show increased basal protein levels upon *CPSF3* knockdown (Supplemental Fig. S6A, input columns). Protein levels of CSTF2 and NUDT21, which bind to U/GU-rich elements downstream from PAS and UGUA-rich elements upstream of PAS, respectively, both increase upon *CPSF3* knockdown. Therefore, the stability of the CPA complex upon *CPSF3* knockdown may at least partially be attributed to dysregulated basal protein levels of multiple CPA factors. On the other hand, CPSF3 inhibition did not affect the stability or basal protein levels of CPA complexes (Supplemental Fig. S6B). 

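CPSF3 mRNA fell from 67.2 ± 3.28 CPM (SD, n = 3) with shNTC to 13.8 ± 2.39 CPM (SD, n = 3) with sh1, a log2 fold change of -2.28 (standard error 0.135, adjusted p = 0.00142 from edgeR). CPSF3 encodes the endonuclease of the complex and lies on chromosome 2 of GRCh38 from 9423568 to 9473101. With JTE-607 its log2 fold change was -0.08 (adjusted p = 0.19 from edgeR). Of 23 genes of cleavage and polyadenylation factors, 10 were higher and 7 lower with JTE-607 and 6, CPSF3 among them, did not pass the test, with the same counts when adjusted over the list alone. Of all tested genes 53.3% passed. Of the 22 factors other than CPSF3, DESeq2 called 14, and 8 over all 12 libraries. It called 4 at changes of at least 1.5-fold and 0 at 2-fold. PCF11, which links cleavage to the termination of transcription, rose from 117 to 211 CPM (log2 fold change 0.85, standard error 0.038). CPSF1, the large scaffold subunit of CPSF, decreased by 0.87 on the log2 scale (standard error 0.0561), from 98.6 to 53.9 CPM. PABPN1, the nuclear poly(A) binding protein, had a log2 fold change of -0.62, and CPSF4, a zinc finger subunit that reads the polyadenylation signal, one of -0.60. NUDT21, which binds upstream UGUA elements, had 0.29 and CSTF2, which binds the downstream element, had -0.25. The scaffold SYMPK at -0.05 and the kinase CLP1 at 0.19 did not pass the test.

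In the knockdown, 0 of the other 22 factors passed the test of edgeR or of DESeq2 on its own 6 libraries. None more passed when adjusted over the list alone. Of the 23 genes, CPSF3 included, 3 had an unadjusted p under 0.05. With DESeq2 over all 12 libraries 2 of the 22 passed. Some also passed with edgeR over 12 libraries or with the replicate number as a block. CPSF1 had a log2 fold change of -0.12, NUDT21 one of 0.06 and CSTF2 one of 0.12. The list as a whole did not move against other genes with JTE-607 (camera adjusted p = 0.812) or in the knockdown (camera adjusted p = 0.272), where it passed with a fall without shNTC replicate 2 (0.0385) or sh1 replicate 3 (0.0323). The list holds CPSF3 itself, the target of sh1, and no value without it is given. Simulated changes of 1.5-fold were found for 75.8% of genes at the spread of the drug libraries and for 13.4% at that of the knockdown libraries, so small changes of these mRNAs in the knockdown were mostly not detectable.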

Of note, knockdown or inhibition of CPSF3 did not largely affect CPA factor expression on the mRNA level (Supplemental Fig. S6D,E), indicating that the effect of *CPSF3* knockdown on CPA factor expression is not transcriptional.

To better understand the difference between knockdown and inhibition, we next asked which type of *cis*-elements are regulated in both conditions, thus influencing PAS selection. Multiple *cis*-elements have been shown to promote APA in an opposing manner. For example, the CPA factor FIP1 binds to an A-rich sequence upstream of the canonical AAUAAA PAS (upstream sequence element, or USE) and promotes the usage of proximal PASs, thus inducing the shortening of genes (Lackford et al. 2014). In contrast, NUDT21, the small subunit of cleavage factor 1, binds to UGUA-containing USE. When binding to UGUA-containing USE near distal PASs, NUDT21 prevents the CPSF subunits from interacting with proximal PASs, thus inducing lengthening of genes (Brown and Gilmartin 2003; Martin et al. 2012). To address the 3′-end processing differences between knockdown and inhibition, we performed two independent motif enrichment analyses. First, we examined the distribution of the UGUA motif within the 3′ UTR of genes that underwent shortening in both conditions. We found significant enrichment for UGUA motifs near distal PASs (∼25–50 bp upstream) compared to the proximal PASs within the 3′ UTR of genes that exhibit shortening changes following *CPSF3* knockdown (Supplemental Fig. S7A, pink highlight). These results indicate that CPSF3 strongly binds at distal PASs of the unique 3′-UTR shortened genes and that *CPSF3* knockdown shifts this PAS selection to a proximal PAS. On the other hand, CPSF3 inhibition by JTE-607 did not show consistent distribution patterns of the UGUA motif (Supplemental Fig. S7B), suggesting that enzymatic inhibition of CPSF3 may rely on other *cis*-elements to direct PAS selection. To identify which *cis*-elements are enriched upon both *CPSF3* knockdown and inhibition in an unbiased manner, we selected the genes that are uniquely identified as undergoing 3′-UTR lengthening or shortening in both experiments and performed motif enrichment analysis within the 100 bp upstream and downstream (50 bp in each direction) of the most proximal and most distal PASs (refer to Materials and Methods in the Supplemental file for more details). We found distinct motif enrichment across *CPSF3* knockdown and inhibition at both proximal and distal PASs (Supplemental Fig. S7C,D). For example, genes undergoing shortening upon *CPSF3* knockdown were enriched for the canonical PAS AATAAA within the pPAS (Supplemental Fig. S7C, pink highlight). In contrast, a similar AATAAA sequence was enriched within the pPAS of lengthened genes upon JTE-607 treatment (Supplemental Fig. S7D, blue highlight). The fact that *CPSF3* knockdown and inhibition DAGs show the consensus AATAAA signal in distinct sets (lengthened and shortened, respectively) suggests diverse polyadenylation site selection. This is also substantiated by the poor overlap of *CPSF3* knockdown and inhibition DAGs shown in Supplemental Figure S5C. Therefore, this difference suggests selection for different PASs, thus supporting the notion that *CPSF3* knockdown and inhibition differentially affect the site of polyadenylation.

### JTE-607 inhibits expression of replication-dependent histones

We next sought to understand the mechanism by which CPSF3 disruption attenuates PDAC cell proliferation. Recently, we reported widespread APA shortening events in PDAC patients that are associated with oncogenic functions (Venkat et al. 2020). Therefore, we asked whether CPSF3 disruption would reverse the APA patterns of those growth-promoting genes. However, neither *CPSF3* knockdown nor inhibition altered the APA patterns of these genes (Supplemental Fig. S8A). In fact, few genes were altered on both the APA and gene expression levels by either *CPSF3* knockdown or inhibition (Supplemental Fig. S8B). These data suggest that PDAC phenotype is mediated by other mechanisms in our cell line models. In addition to CPA, CPSF3 controls histone mRNA processing as part of the HCC. Therefore, we sought to understand whether CPSF3 disruption affects histone processing in PDAC cells. We performed differential gene expression analysis and were intrigued to find that numerous histone genes were significantly down-regulated upon JTE-607 treatment (Fig. 3A, blue-labeled genes). 

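Of 51 tested replication-dependent (RD) histone genes, 42 were lower with JTE-607, 5 were higher and 4 did not pass the test, and the counts were the same when adjusted over the list alone. H3C2 (HIST1H3B, ENSG00000286522.2), which encodes histone H3, fell from 201 ± 3.98 to 38.3 ± 2.49 CPM (SD, n = 3 each), a log2 fold change of -2.38 (standard error 0.0524, adjusted p = 4.1e-48 from edgeR). H2BC4 (HIST1H2BC, ENSG00000180596.7), a histone H2B gene on chromosome 6 of GRCh38 from 26114873 to 26123926, fell from 188 ± 7.16 to 36.2 ± 2.36 CPM (SD, n = 3 each; standard error 0.0551 on a log2 fold change of -2.37, adjusted p = 5.8e-47 from edgeR). H4C4 (HIST1H4D, ENSG00000277157.2), a histone H4 gene on chromosome 6 from 26188765 to 26189076, fell from 128 ± 5.87 to 18.1 ± 0.068 CPM (SD, n = 3 each; log2 fold change -2.82, adjusted p = 3.9e-45 from edgeR). RD histone genes together took 0.472% ± 0.0177 of the counts with DMSO and 0.244% ± 0.00602 with JTE-607 (SD, n = 3 each; exact permutation p = 0.1, two-sided, the smallest that 3 against 3 allow).

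All 38 genes shown as lower in Fig. 3A, 24 of them histone genes, passed the test in that direction, with log2 fold changes between -3.16 and -1.18. CCDC85B, a coiled-coil protein, had -3.16 (37.5 to 4.22 CPM), and MRPL12, a protein of the mitochondrial ribosome, had -2.70 (32.1 ± 1.29 to 4.87 ± 0.541 CPM; SD, n = 3 each). The mitochondrial carrier UCP2 had -2.21, the Fanconi anemia core complex member FAAP100 -1.97, the ribosome biogenesis factor BOP1 -1.79 and the translation initiation factor EIF3G -1.51. All 12 genes shown as higher there also passed, between 1.44 and 8.04. Fig. 3A shows top differentially expressed genes of the same experiment, so that they passed is no independent test. DHRS2, a dehydrogenase and reductase, rose from 0.998 to 236 CPM (log2 fold change 7.75, standard error 0.398), the chemokine receptor CCR4 from 0.0804 to 22.4 CPM, the axonemal dynein DNAH3 from 1.08 to 51.9 CPM and the cytolinker EPPK1 from 9.69 to 48.3 CPM.

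The RD list fell against all other genes in camera with its preset correlation (adjusted p = 9.6e-28), which did not hold with a correlation estimated from the libraries (adjusted p = 0.164 with an estimated correlation). In a rotation test of the list by itself its genes fell on balance (fry adjusted p = 0.000149). The paper states that numerous histone genes were down-regulated by JTE-607.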

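Genes that encode histone-modifying enzymes moved in both directions with JTE-607. Of 38 genes for histone methylation enzymes, 10 were higher, 11 lower and 17 did not pass the test of edgeR, and the counts were the same when adjusted over the list alone. PRMT6 had a log2 fold change of -1.17 and PRMT1 one of -0.86, both arginine methyltransferases, while EZH2, the H3K27 methyltransferase, had 0.52. Of 28 acetylation genes 4 were higher and 9 lower (3 and 9 when adjusted over the list alone). The acetyltransferases KAT2A at -0.61 and KAT5 at -0.53 fell, and the adaptor TADA3 at 0.29 rose. Of 27 deacetylation genes 6 were higher and 9 lower (7 and 9 when adjusted over the list alone). The deacetylases HDAC11 at 1.02 and HDAC5 at 0.90 rose, and SIRT3, a mitochondrial deacetylase, fell with -0.74. None of the 3 lists moved one way against other genes, with camera adjusted p = 0.735 for methylation, 0.476 for acetylation and 0.757 for deacetylation. In a rotation test of each list by itself, acetylation and deacetylation genes fell on balance (fry adjusted p = 0.0179 and 0.0101). Methylation genes did not pass it (0.0592).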

Gene set enrichment analysis (GSEA) also demonstrated a dysregulation in many histone-related pathways, including histone methylation, acetylation, and deacetylation (Supplemental Fig. S9A). However, *CPSF3* knockdown did not affect histone gene expression in our cell line model (Supplemental Fig. S9B). 

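No RD histone gene passed the test between sh1 and shNTC in either direction when the libraries were fitted without pairing. With the replicate number as a block some did, which is a hint only, since a pairing of the libraries was not shown. Same-numbered libraries correlated at 0.61 for replicate 2, 0.48 for replicate 3 and -0.00 for replicate 1. Replicates 2 and 3 of opposite groups correlated at -0.57 and -0.52. A shared effect of the replicate number thus stays open, and the unpaired fit could miss changes under it. The median log2 fold change of the 53 tested RD genes was 0.04, with values from -0.54 to 1.08. H3C2 had 89.1 ± 42 CPM with shNTC and 79.6 ± 35 CPM with sh1 (SD, n = 3 each; log2 fold change -0.16, standard error 0.422), and H2BC4 had a log2 fold change of -0.20 (standard error 0.317). H4-16, a histone H4 gene outside the large clusters, had the lowest adjusted p of the list at 0.382 from edgeR (log2 fold change 0.35, standard error 0.171). RD genes took 0.238% ± 0.0975 of the counts with shNTC and 0.252% ± 0.0889 with sh1 (SD, n = 3 each; exact permutation p = 0.8, two-sided). Of the 10 tested replication-independent genes, 0 passed the test of edgeR, and 0 had an unadjusted p under 0.05; H2AJ, an H2A variant, had a log2 fold change of 0.25 (standard error 0.156).

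In edgeR 0 of the 53 RD genes passed, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05, and DESeq2 also gave 0 (of 56). Camera gave an adjusted p of 0.717 for the list. RD shares ran in the same order over the replicate numbers in both groups. Replicates 1, 2 and 3 had 0.230%, 0.144% and 0.338% with shNTC, and 0.261%, 0.160% and 0.337% with sh1. The RD levels thus varied between libraries of one group, from 0.144% to 0.338% of the counts with shNTC, so the list test changes with single libraries. Its adjusted p was 0.0106 with a fall without shNTC replicate 2, 0.0013 with a rise without shNTC replicate 3, and 0.00443 with a rise without sh1 replicate 2. These values use the preset correlation of 0.01. With all 6 libraries the estimated correlation of the list was 0.749 (adjusted p = 0.976 from camera with it). The small values therefore do not show a rise or a fall. At the spread of all genes tested in the knockdown, simulated 2-fold changes were found for 59.4% of genes and 4-fold changes for 93.8%. The RD genes were not simulated apart. Their standard errors differed, with 0.422 for H3C2, 0.451 for H1-5 and 0.171 for H4-16. The simulated shares therefore do not say how many RD changes would be found.

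The knockdown changed other genes. At an adjusted p under 0.05 from edgeR, 257 genes were higher and 65 lower, and 2319 had an unadjusted p under 0.05. EREG, a ligand of the EGF receptor, rose from 0.206 to 7.76 CPM (log2 fold change 5.19, standard error 0.489, adjusted p = 0.00234), FAM83E from 0.527 to 11.9 CPM (log2 fold change 4.46, standard error 0.326), and HGF, the ligand of the MET receptor, had a log2 fold change of 4.62 (standard error 0.624). The actin bundling protein LCP1 had 5.61 (standard error 1.21) and the matrix protein TNC 3.54 (standard error 0.453). FAT3, an atypical cadherin, decreased by 2.37 on the log2 scale (standard error 0.337). The 322 calls became 5 without shNTC replicate 1, 9 without sh1 replicate 1, 201 without shNTC replicate 2 and 197 without shNTC replicate 3. Of the genes named here, EREG and FAM83E passed without each of the 6 libraries in turn, HGF without each but sh1 replicate 1 (adjusted p = 0.0782). LCP1, TNC and FAT3 did not pass without shNTC replicate 1 (adjusted p = 0.0817, 0.0799 and 0.0759) or without sh1 replicate 1 (0.0782, 0.0782 and 0.115). From such data the paper states that the knockdown did not affect histone gene expression, and in its discussion it proposes that the histone processing complex, which holds little of the total CPSF3, may bind its subcomplex tightly.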

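Most genes that changed with JTE-607 did not pass the test in the knockdown, and the genes past it in both were mainly higher in both. FAM83E rose by 3.59 on the log2 scale with JTE-607 and ST14, a membrane serine protease of epithelial cells, by 2.64; ST14 had a log2 fold change of 2.39 in the knockdown (standard error 0.338). FLOT1, a membrane raft protein, was lower in both, at -1.69 with JTE-607 and -0.58 in the knockdown. EREG and HGF moved apart, with -0.74 and -1.23 with JTE-607 against a rise in the knockdown.

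Of 13595 genes tested in both comparisons, 7233 passed the threshold with JTE-607 and 294 in the knockdown, and 188 passed in both. Independent lists of these sizes would share 156 (odds ratio 1.57, Fisher's exact p = 0.000189, two-sided). Higher in both were 115 genes, where 59.7 would be shared by independent lists (odds ratio 2.88, Fisher's exact p = 7.5e-15), and lower in both were 19 (16.6, Fisher's exact p = 0.473). Lower with JTE-607 and higher in the knockdown were 39 (64.8, odds ratio 0.518, Fisher's exact p = 8.6e-05), and the reverse held for 15 (15.3, exact p = 1). The fold changes correlated across genes with Pearson's r = 0.298 and Spearman's rho = 0.26; genes are not independent replicates. The comparisons share no library. The count of 188 became 4 without shNTC replicate 1, 6 without sh1 replicate 1, 117 without shNTC replicate 2 and 115 without shNTC replicate 3; the knockdown calls of ST14 ended without shNTC replicate 1 (adjusted p = 0.113) or sh1 replicate 1 (0.0782), and those of FLOT1 also without shNTC replicate 3 (0.128, 0.142 and 0.063 for shNTC replicate 1, sh1 replicate 1 and shNTC replicate 3).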

In fact, the discrepancies between *CPSF3* knockdown and inhibition extend to the overall differential gene expression with only 119 genes being differentially expressed in both conditions (Supplemental Fig. S9C).

**FIGURE 3.**
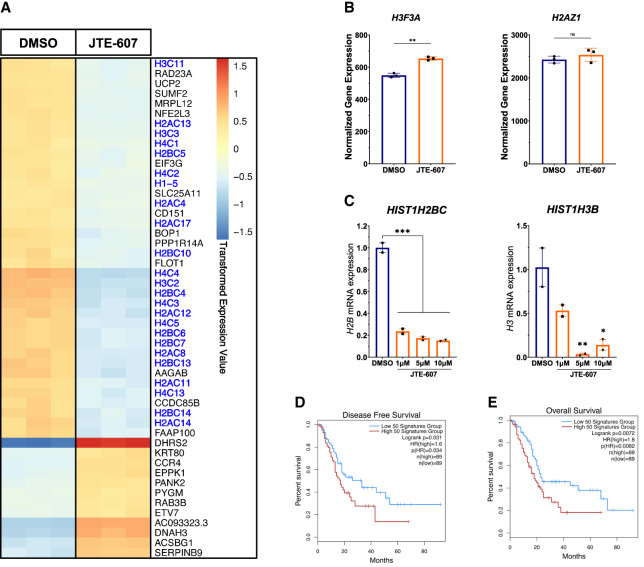
JTE-607 decreases gene expression of RD histones. (*A*) Heatmap of top differentially expressed genes after 24 h of 10 µM JTE-607 treatment. RD histones are colored in blue. Expression is plotted as transformed expression value. (*B*) DSeq2 normalized counts of *H3F3A* and *H2AZ1* histone variants (RI) in Panc1 cells treated with 10 µM JTE-607 for 24 h. (**) *P* < 0.001. (*C*) mRNA expression of *H2B* (*HIST1H2BC*) and *H3* (*HIST1H3B*) in MiaPaCa2 cells treated with JTE-607. (*) *P* < 0.05, (**) *P* < 0.01, (***) *P* < 0.001, ordinary one-way ANOVA with Dunnett's multiple comparisons test. (*D*, *E*) Survival analyses of low (blue) and high (red) expression of the RD histone signature (50 genes) in the TCGA-PAAD data set. Signature genes were uploaded to GEPIA2 to assess disease-free (*D*) and overall survival (*E*) based on median.

Histone genes are classified into two classes: replication-independent (RI) and RD histones. RI histones are processed on their mRNA 3′ end by CPA and therefore polyadenylated. In contrast, RD histone mRNAs are processed by the HCC and are not polyadenylated (Marzluff et al. 2008). RD histones are actively transcribed during DNA replication and are important for the proliferation of dividing cells. The majority of the differentially expressed histones upon CPSF3 inhibition with JTE-607 were RD histones. In contrast, RI histones were not down-regulated by JTE-607 (Fig. 3B). 

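The fall covered all 5 histone families. All 4 tested RD genes of linker histone H1 were lower with JTE-607, as were 11 of 13 for H2A, 13 of 16 for H2B, 6 of 9 for H3 and 8 of 9 for H4, and the median over the RD genes was -1.43 on the log2 scale. H2BC10 fell from 30.9 to 3.65 CPM (log2 fold change -3.06, standard error 0.17) and H4C3, on chromosome 6 of GRCh38 from 26103876 to 26104310, by 2.25 on that scale (-2.25, standard error 0.0611). H2AC11 had -1.79. The linker histone gene H1-5, on chromosome 6 from 27866849 to 27867529, fell from 449 ± 14.3 to 199 ± 5.74 CPM (SD, n = 3 each; log2 fold change -1.18, standard error 0.0301), and H1-2, on the same chromosome from 26055787 to 26056428, had a smaller change of -0.51. Median changes were -2.10 for H4, -1.79 for H2A, -1.50 for H3, -0.91 for H2B and -0.75 for H1.

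Higher were H4-16 (1.30, standard error 0.0695; 33.8 to 83.2 CPM), H2AC6 (0.77, standard error 0.0441; 90.9 to 155 CPM), H2BC21 (0.21), H3C13 (2.99, standard error 0.733; 0.179 ± 0.309 to 1.83 CPM, SD, n = 3) and H3C8 (0.72; 1.61 to 2.65 CPM). H3C13 is one of several near-identical H3 genes whose reads can be shared. H2AC20, H2BC12, H3C6 and H2BC9 did not pass, at 0.00, 0.01, 0.02 and 0.31. Of the RD genes 82.4% were lower, against 26.9% of other tested genes (odds ratio 12.7, 95% interval 6.08 to 29.7, Fisher's exact p = 2.5e-16, two-sided). The rise of H3C8 (adjusted p = 0.0423 from edgeR) was lost without DMSO replicate 1 (0.0593), DMSO replicate 2 (0.183), JTE-607 replicate 1 (0.0635) or JTE-607 replicate 2 (0.193).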

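Of 10 tested replication-independent (RI) histone genes, 6 were higher with JTE-607, 2 were lower and 2 did not pass the test of edgeR (7 higher and 2 lower when adjusted over the list alone). H3-3A (H3F3A, ENSG00000163041.13), which encodes the variant H3.3 and lies on chromosome 1 of GRCh38 from 226061851 to 226072001, had 58.2 ± 1.30 CPM with DMSO and 69.6 ± 1.03 CPM with JTE-607 (SD, n = 3 each; log2 fold change 0.25, standard error 0.0581, adjusted p = 0.000158 from edgeR). H3-3B, which encodes the same protein, rose from 454 to 664 CPM (log2 fold change 0.55). The linker histone variant H1-10 rose by 0.74, H2AZ2 by 0.18 and MACROH2A1 by 0.13. H2AZ1 had a log2 fold change of 0.07 (adjusted p = 0.0774 from edgeR, and 0.0489 when adjusted over the list alone), and MACROH2A2 one of 0.17 (adjusted p = 0.506). The 2 lower genes were CENPA, the H3 variant of centromeres, at -0.43 (standard error 0.0774, adjusted p = 3.2e-06), and H2AJ at -0.36 (standard error 0.12, adjusted p = 0.00788). DESeq2 on the drug libraries also gave 2 lower RI genes, and DESeq2 over all 12 libraries gave 0. RI genes together took 0.137% ± 0.000496 of the counts with DMSO and 0.181% ± 0.00469 with JTE-607 (SD, n = 3 each; exact permutation p = 0.1, two-sided).

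As a list the RI genes rose against other genes (camera adjusted p = 0.0351, and adjusted p = 0.424 with an estimated correlation). Without DMSO replicate 3 the camera adjusted p was 0.0504. H2AZ1 passed the test without DMSO replicate 1 (adjusted p = 0.037) or JTE-607 replicate 1 (0.00556).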

To validate the JTE-607-induced decrease in RD histones in another PDAC cell line, we assessed mRNA levels of two RD histones (*HIST1H2BC* and *HIST1H3B*) in MiaPaCa2 cells using RT-qPCR. Similar to Panc1 cells, JTE-607 reduced RD histone mRNA levels in MiaPaCa2 (Fig. 3C). Therefore, JTE-607 treatment decreases the expression of RD histones. Finally, we sought to determine if RD histone expression predicts patient outcomes. We generated a signature by selecting 50 RD histones and assessed PDAC patient survival based on gene expression. We found that high levels of RD histones are associated with worse disease progression (*P* = 0.031, hazard ratio = 1.6) and poor overall survival (*P* = 0.0072, hazard ratio = 1.8) in PDAC patients (Fig. 3D,E). Collectively, these results indicate that JTE-607 preferentially down-regulates RD histones.

### JTE-607 induces RD histone readthrough preferentially in PDAC cells

Disruption of the HCC has been shown to induce transcriptional readthrough of histone transcripts (Wagner et al. 2007; Romeo et al. 2014). While several studies have demonstrated a role for CPSF3 in histone processing (Wagner et al. 2007; Sullivan et al. 2009b; Yang et al. 2013, 2020), the effect of chemical inhibition of CPSF3 activity on histone mRNA processing has never been biologically determined. We therefore sought to investigate whether CPSF3 inhibition induces transcriptional readthrough experimentally by RT-qPCR. We picked two RD and two RI histones that show differences beyond their 3′-end boundaries for experimental validation (Supplemental Fig. S10A,B). We then designed PCR primers to amplify different regions within and beyond the boundaries of the 3′ UTR (Supplemental Fig. S10C). We found that 24 h JTE-607 treatment significantly induced transcriptional readthrough (up to ∼20-fold change) of RD histones in Panc1 cells (Fig. 4A). However, the effect of JTE-607 on transcriptional readthrough in HPNE cells was minimal (Fig. 4A). In fact, 2 h of JTE-607 treatment were enough to induce transcriptional readthrough levels in Panc1 cells comparable to those in HPNE cells after 24 h of treatment (Fig. 4A,B). Importantly, JTE-607 did not induce transcriptional readthrough of RI histones at early or late time points in both Panc1 and HPNE cells (Fig. 4C,D). We then validated the transcriptional readthrough in another cell line model, MiaPaCa2, in a dose-dependent manner (Supplemental Fig. S10D,E). We show that JTE-607 induces significant levels of readthrough in RD histones as compared to RI histones. As *CPSF3* knockdown did not affect histone mRNA levels, we aimed to further delineate the differences between knockdown and inhibition in inducing transcriptional readthrough. We found that long-term knockdown of *CPSF3* by short-hairpin RNA (shRNA) did not induce transcriptional readthrough in both RD and RI histones (Supplemental Fig. S10F). Because stable long-term knockdown can force cells to adapt, we asked whether short-term knockdown of *CPSF3* can recapitulate the JTE-607 effect on transcriptional readthrough. We transiently silenced *CPSF3* using small-interfering RNA (siRNA) (Supplemental Fig. S10G) and found that *CPSF3* silencing did not induce transcriptional readthrough in both RD and RI histones (Supplemental Fig. S10H). Improperly processed histone mRNAs fail to be exported into the cytoplasm for translation, leading to decreased protein levels (Sullivan et al. 2009a,b; Romeo et al. 2014). Therefore, we examined RD histone protein levels upon JTE-607 treatment and found that JTE-607 reduced both H3 and H2B protein levels in a dose- and time-dependent fashion in Panc1 but not HPNE cells (Supplemental Fig. S10I,J). Next, we determined whether histone dysregulation might be transcriptionally mediated by dysregulation of transcription factors at the levels of APA or gene expression. We used MotifMap, an integrative genome-wide map of regulatory motif sites, to find putative transcription factors regulating the expression of RD histones (Daily et al. 2011). We found 51 transcription factors that have strong binding sites (1000 bp upstream of transcription start site; FDR < 0.05) within RD histone promoters (Supplemental Table S2). However, these histone transcription factors are neither APA altered nor differentially expressed upon JTE-607 treatment (Supplemental Fig. S10K,L). Taken together, these findings indicate that JTE-607 decreases RD histone expression by promoting transcriptional readthrough.

**FIGURE 4.**
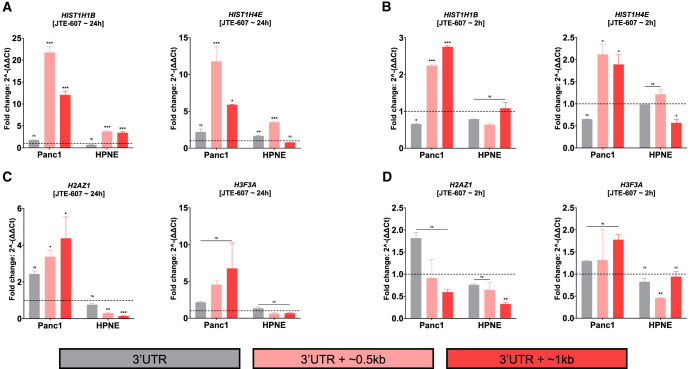
JTE-607 induces RD histone transcriptional readthrough. (*A*, *B*) Quantification of RD histone readthrough in Panc1 and HPNE cells after 24 h (*A*) and 2 h (*B*) of 10 µM JTE-607 treatment by RT-qPCR. Data were normalized to DMSO controls (dashed *horizontal* line). (*) *P* < 0.05, (**) *P* < 0.01, (***) *P* < 0.001; two-way ANOVA with Sidak's multiple comparisons test. (*C*, *D*) Quantification of RI histone readthrough in Panc1 and HPNE cells after 24 h (*C*) and 2 h (*D*) of 10 µM JTE-607 treatment by RT-qPCR. Data were normalized to DMSO controls (dashed *horizontal* line). (*) *P* < 0.05, (**) *P* < 0.01, (***) *P* < 0.001; two-way ANOVA with Sidak's multiple comparisons test.

### JTE-607 destabilizes chromatin and blocks cell cycle progression

As RD histones are required for nucleosome assembly (Gunjan et al. 2005; Groth et al. 2007; Marzluff et al. 2008; Günesdogan et al. 2014), we hypothesized that JTE-607 would dysregulate chromatin dynamics. 

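Among genes that handle histones and nucleosomes, RD histone genes mostly fell with JTE-607, while genes for histone chaperones and nucleosome assembly factors were more often higher than lower. Of 25 chaperone and assembly genes, 12 were higher, 7 lower and 6 did not pass the test of edgeR (13 and 7 when adjusted over the list alone). ASF1B, a chaperone that delivers H3 and H4 during replication, rose from 12.3 to 19.3 CPM (log2 fold change 0.65), and MMS22L, which acts at stalled forks, rose by 0.51. IPO4, an importin that carries H3 and H4 into the nucleus, fell (log2 fold change -1.24). ASF1A had a log2 fold change of 0.10 (adjusted p = 0.328). The list did not move against other genes (camera adjusted p = 0.497). Fisher's exact test against all other tested genes gave an adjusted p of 7.1e-15 for the RD histone genes among lower genes, and for the chaperone and assembly genes an odds ratio of 2.60 among higher genes (adjusted p = 0.0848) and of 1.05 among lower genes (adjusted p = 1).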

Gene ontology analysis of down-regulated genes upon JTE-607 treatment showed an enrichment for chromatin-related processes including chromatin assembly, nucleosome assembly, and nucleosome organization (Supplemental Fig. S11A). Therefore, we performed a micrococcal nuclease (MNase) assay to assess relative chromatin condensation. Using chromatin DNA, MNase digests open DNA regions that are not stably bound by proteins, thus producing nucleosome fragmentation patterns that are indicators of whether chromatin is in a condensed or relaxed state. The chromatin destabilizing agent CBL0137 was used as a positive control (Xiao et al. 2021). Panc1 cells treated with JTE-607 or CBL037 displayed rapid and complete chromatin digestion, as compared with DMSO-treated cells (Fig. 5A). After 30 min of incubation, MNase digestion released more mononucleosomes in JTE-607 (∼4 × 10^3^ normalized FU) as compared to DMSO (∼1.2 × 10^3^ normalized FU) (Supplemental Fig. S11B–E). Because HPNE cells are insensitive to JTE-607 (Fig. 2A,D), we sought to determine the impact of CPSF3 inhibition on chromatin structure in HPNE cells. In contrast to Panc1 cells, HPNE cells treated with JTE-607 or CBL037 showed no chromatin digestion as compared with DMSO-treated cells (Fig. 5B). In fact, the amount of digested mononucleosomes in HPNE cells with all treatments is comparable to DMSO-treated Panc1 cells (Supplemental Fig. S11F–I). These results suggest that JTE-607 preferentially targets cells that are in high demand for histone supplies. To assess chromatin destabilization in a living cell, we utilized the HeLa-TI cell line model that has a silenced GFP reporter within a heterochromatic region of the genome. Treatment of these cells with chromatin destabilizing agents, including CBL0137, allows derepression of GFP silencing. Therefore, we monitored GFP expression in HeLa-TI cells upon JTE-607 treatment by both fluorescence microscopy and flow cytometry. Cells treated with JTE-607 induced GFP expression to levels comparable with CBL0137 in a dose- and time-dependent manner (Fig. 5C–E).

**FIGURE 5.**
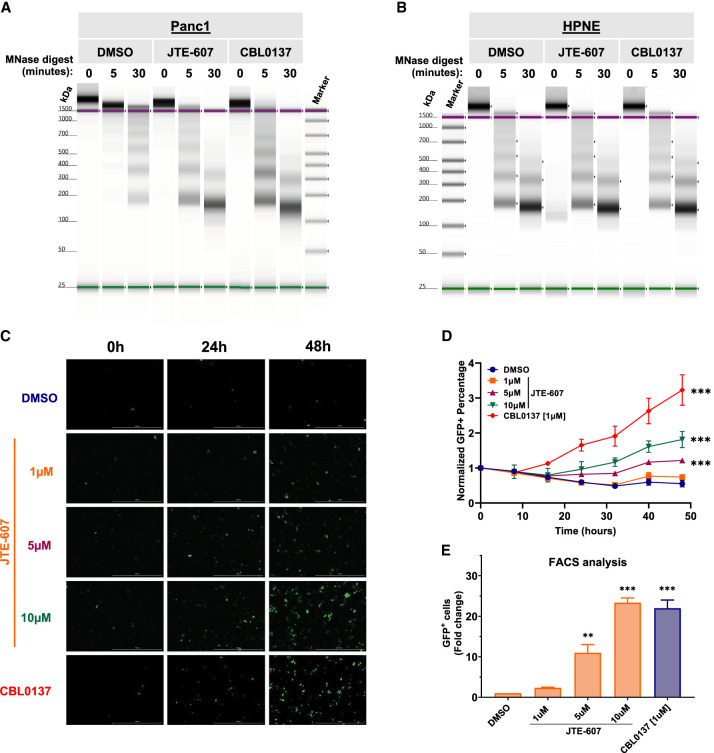
JTE-607 induces chromatin instability selectively in PDAC cells. (*A*) MNase assay of Panc1 cells treated with 10 µM JTE-607 or 1 µM CBL0137. (*B*) MNase assay of immortalized HPNE control cells treated with the CPSF3 inhibitor JTE-607 (10 µM) or CBL0137 (1 µM). (*C*) GFP + HeLa-TI cells following 10 µM JTE-607 or 1 µM CBL0137 treatment. (*D*) Fold change of GFP + HeLa-TI from *C*. (***) *P* < 0.0001; two-way ANOVA with Tukey's multiple comparisons test. (*E*) Flow cytometry analysis of GFP + HeLa-TI cells following 10 µM JTE-607 or 1 µM CBL0137 treatment. Fold change is shown as mean ± SEM of two independent experiments. (**) *P* < 0.01, (***) *P* < 0.0001, ordinary one-way ANOVA with Tukey's multiple comparisons test.

Finally, we sought to determine how JTE-607 led to defects in cell viability. As RD histones are required for cell cycle progression, we assessed the effects of JTE-607 on cell cycle distribution. In immortalized control HPNE cells, JTE-607 had no impact on cell cycle distribution (Fig. 6A,B). In contrast, JTE-607 arrested Panc1 and MiaPaCa2 PDAC cells in the S-phase of the cell cycle within 24 h (Fig. 6A,B). To determine the impact of *CPSF3* knockdown on the cell cycle, we transiently knocked down CPSF3 with siRNA in HPNE and Panc1 cells (Supplemental Figs. S2D and S10G). *CPSF3* knockdown-induced cell cycle arrest in Panc1 cells with minimal effect on HPNE cells (Fig. 6C,D). However, unlike CPSF3 inhibition-induced cell cycle arrest at S-phase, *CPSF3* knockdown cells are arrested at G2 (Fig. 6D; Supplemental Fig. S12A,B). This pattern of cell cycle arrest is different from that induced by JTE-607 and does not resemble cell cycle arrest induced by histone defects in previous studies. This indicates that *CPSF3* knockdown-induced phenotype is indeed distinct from CPSF3 inhibition. To more specifically investigate the timing and extent of S-phase arrest upon JTE-607 treatment, we examined BrdU incorporation in a time-dependent manner (Fig. 6E). We found that JTE-607 arrests cells in the early to mid-S-phase of the cell cycle within 8 h. By 24 h, the majority of cells are arrested in S-phase. As arrest in S-phase in transformed cells can result in cell death, we assessed whether JTE-607 induces apoptosis in our PDAC cells by measuring caspase-3 and -7 activities. We found that JTE-607 did not significantly induce apoptosis at time points where cells are mainly arrested at S-phase as compared with the positive control Doxorubicin (Supplemental Fig. S13A–F). Overall, JTE-607 destabilizes chromatin and attenuates PDAC cell proliferation through S-phase cell cycle arrest.

**FIGURE 6.**
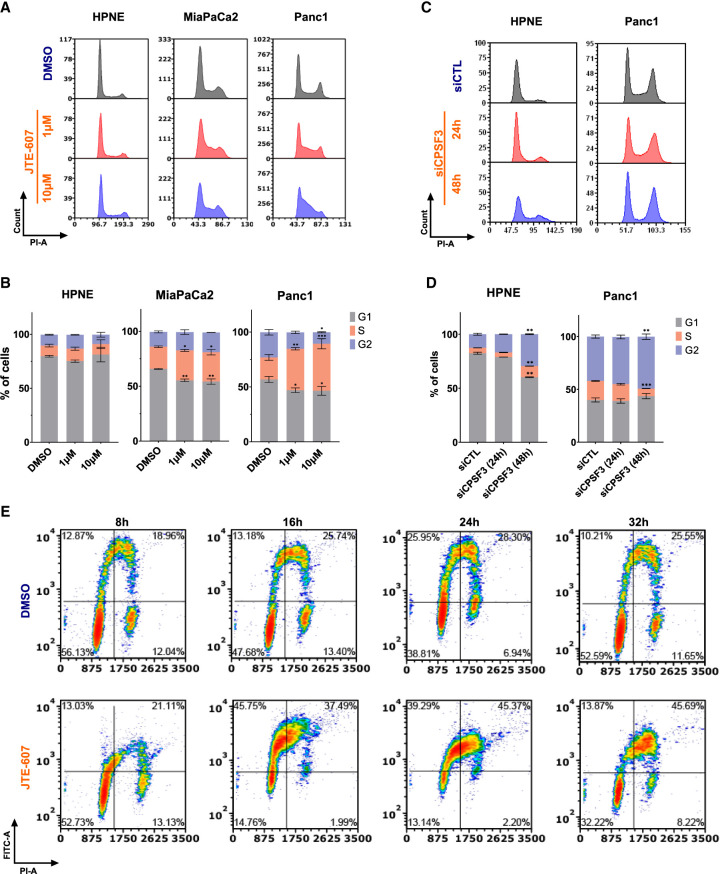
JTE-607 impairs cell cycle progression by inducing S-phase arrest. (*A*, *B*) Cell cycle distribution and quantification of HPNE, MiaPaCa2, and Panc1 cell lines treated with 1–10 µM JTE-607. (*) *P* < 0.05, (**) *P* < 0.001, (***) *P* < 0.0001, two-way ANOVA with Dunnett's multiple comparisons test. (*C*, *D*) Cell cycle distribution and quantification of HPNE and Panc1 cell lines upon transient *CPSF3* knockdown by siRNA after 24 h of transfection. (siCTL) Nontargeting control siRNA. (*) *P* < 0.01, (**) *P* < 0.001, two-way ANOVA with Dunnett's multiple comparisons test. Quantification in *B* and *D* is the number of cells in the S-phase. (*E*) BrdU incorporation assay showing cell cycle population upon JTE-607 treatment. The *lower left* quadrant represents the G1 population. The *lower right* quadrant represents the G2 population. The *top* two quadrants represent S-phase populations; early S-phase (*left*) and late S-phase (*right*).

## DISCUSSION

Our study has several clinical implications. First, we show that *CPSF3* expression is dysregulated in PDAC and high expression correlates with poor prognosis. This is consistent with similar findings across the cancer landscape, where *CPSF3* has been reported to be a predictor of unfavorable prognosis in lung and liver cancers (Ning et al. 2019; Li et al. 2021). While several studies have experimentally manipulated various mRNA processing factors and determined the phenotypic impacts, little is known about the function of *CPSF3* in disease, particularly cancer. This is noteworthy for several reasons. First, CPSF3 is the enzymatic component of the CPA and histone mRNA processing machineries, and is thus a potentially druggable target. Second, despite acting in the same complex, the knockdown of other CPA and histone mRNA processing factors can have opposing impacts on APA and histones as well as cellular phenotypes (Tan et al. 2017; Chen et al. 2018; Park et al. 2018; Pettinati et al. 2018; Zhang and Zhang 2018; Fang et al. 2020; Li et al. 2020). Recently, homozygosity in *CPSF3* missense variants was found to cause intellectual disability and embryonic lethality in humans. However, these phenotypes were completely absent in the heterozygous carriers (Arnadottir et al. 2022). In cancer cell line models, *CPSF3* is essential for cell proliferation when knocked out completely by CRISPR; however, *CPSF3* is not an essential gene upon shRNA-mediated partial knockdown (www.depmap.org). This suggests that pharmacological targeting of such an essential gene may be biologically feasible. In support of this hypothesis, we show that knockdown of *CPSF3* blocks PDAC cell proliferation and tumor growth. However, *CPSF3* knockdown does not affect cell proliferation of immortalized control cells suggesting its essentiality in highly proliferative cells. This is consistent with a recent report where sensitivity to CPSF3 inhibition is determined by high CPA activity and proliferation rate (Cui et al. 2023). Furthermore, we show that CPSF3 inhibition does not impair cell cycle progression or proliferation of immortalized control pancreatic epithelial cells, and the CPSF3 inhibitor JTE-607 is nontoxic in humans. Therefore, inhibition of CPSF3 may preferentially target transformed cells.

Recently, two groups independently demonstrated that CPSF3 is the target of the small molecule JTE-607 (Kakegawa et al. 2019; Ross et al. 2020). JTE-607 was first identified over 20 yr ago as a cytokine synthesis inhibitor; however, the direct molecular target remained elusive. Despite the lack of a defined mechanism, JTE-607 was tested in a Phase I dose-escalation trial in healthy human volunteers, with no serious adverse effects (Borozdenkova et al. 2011). Therefore, despite inhibiting an essential enzyme responsible for processing pre-mRNAs, JTE-607 is not uniformly toxic in humans. This property, coupled with our data demonstrating JTE-607's antiproliferative effects on cancer cells, supports the contention that targeting CPSF3 is a feasible prospect in PDAC. In humans, endotoxin-induced production of C-reactive protein, IL-10, and IL-1ra was inhibited by JTE-607 (Borozdenkova et al. 2011). In animal models, JTE-607 inhibited the production of proinflammatory cytokines, prevented endotoxin shock, and attenuated artificially induced lung and heart injury (Kakutani et al. 1999; Ryugo et al. 2004; Asaga et al. 2008). JTE-607 has also been used in models of AML and Ewing's sarcoma and showed growth inhibitory activity both in vitro and in vivo (xenograft models) (Uesato et al. 2006; Tajima et al. 2010; Ross et al. 2020). However, these studies were limited to leukemia and sarcoma models, with no efficacy shown for epithelial-derived tumors. Therefore, the potential for CPSF3 as a therapeutic target in adenocarcinoma was an open question. Now, we show that JTE-607 preferentially blocks the proliferation of PDAC cell lines, sparing immortalized control cell lines, including epithelial cells and fibroblasts. The mechanisms underlying this difference in sensitivity are currently unknown but may relate to variability in basal proliferation rate. We tested this hypothesis and showed that sensitivity to JTE-607 is associated with cells’ proliferative state. As JTE-607 is a pro-drug that requires intracellular activation by CES1, it is possible that differences in activation of the drug between different cell lines determine the strength of proliferative inhibition. However, JTE-607 sensitivity was found to be independent of CES1 expression levels (Ross et al. 2020). 

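Transcripts of cytokines and chemokines were scarce in Panc1 cells and moved in both directions: 15 of 36 listed genes had enough counts for the test with JTE-607, of which 4 were higher and 7 lower (4 and 8 when adjusted over the list alone). EBI3, a subunit of IL-27 and IL-35, fell from 2.55 ± 0.298 to 0.601 ± 0.0848 CPM (SD, n = 3 each; log2 fold change -2.05, standard error 0.421). CXCL1, a neutrophil chemokine, fell from 8.74 to 5.14 CPM (-0.77). CXCL16 rose from 2.99 to 5.68 CPM (log2 fold change 0.94) and IL11 from 4.89 to 9.25 CPM (0.91). CXCL8, another neutrophil chemokine, had a log2 fold change of -0.14 (adjusted p = 0.767 from edgeR). The list as a whole did not pass camera (adjusted p = 0.181), which covers the tested genes alone.

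In the knockdown 1 of 16 tested members passed, CXCL1, which rose from 3.82 ± 0.44 to 8.38 ± 1.34 CPM (SD, n = 3 each; log2 fold change 1.13, adjusted p = 0.0347 from edgeR), and 4 passed when adjusted over the list alone. That call ended without any 1 of the 6 libraries (adjusted p from 0.0563 without sh1 replicate 3 to 0.182 without shNTC replicate 1). Camera gave an adjusted p of 0.0835 for the list, and 0.0102 with a rise without shNTC replicate 2 and 0.00855 with a rise without sh1 replicate 3.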

Finally, even though JTE-607 was first described as an inhibitor of cytokine synthesis, our RNA-seq analysis did not show an enrichment of such pathways. One possible explanation is that JTE-607 action is cell type dependent. The effects of JTE-607 in different cellular contexts and cell states warrant further investigation.

While several recent reports have linked *CPSF3* loss to defects in tumor cell growth, no study has mechanistically connected *CPSF3* to APA dysregulation. Genetic manipulation of CPA factors has been shown to alter APA patterns, dysregulate gene and protein expression, and drive cancer phenotypes (Masamha et al. 2014; Zhang et al. 2017; Brumbaugh et al. 2018; Chen et al. 2018; Park et al. 2018; Tan et al. 2018; Zhang and Zhang 2018; Chu et al. 2019; Xiong et al. 2019; Fang et al. 2020; Li et al. 2020, 2021). However, APA dynamics upon inhibition of CPSF3 activity has not been investigated. We now demonstrate that both *CPSF3* knockdown and inhibition result in APA in PDAC cells. Strikingly, CPSF3 influences APA in distinct patterns based on the mode of disruption. DAGs upon *CPSF3* knockdown and inhibition are different with only two genes commonly altered in both conditions. Additionally, we find that CPSF3 inhibition induces more lengthening events than *CPSF3* knockdown. While such observation has not been reported for CPSF3, this finding is consistent with a previous study where *CLP1*, another CPA factor, mediates distinct CPA patterns when lost versus when mutated (LaForce et al. 2022). The mechanistic differences underlying the *CPSF3* knockdown and inhibition effects raise several important questions. As CPSF3 is an integral subunit of the CPA complex, the effect of *CPSF3* knockdown and inhibition on the proper recruitment of other complex components was not previously known. We demonstrated that *CPSF3* knockdown, but not inhibition, may alter the stability of CPA complex components. Importantly, however, the discrepancies between *CPSF3* knockdown and inhibition extend to the expression of CPA factors at the protein, but not the mRNA level. 

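The effects of JTE-607 and of the knockdown on each factor's mRNA were also compared with each other in 1 fit over the 12 libraries. Of the 23 factors, 4 differed at an adjusted p under 0.05 from edgeR's test of the interaction, and 8 at an unadjusted p under 0.05. CPSF3, the target of sh1, was less reduced with JTE-607, by 2.18 on the log2 scale (standard error 0.137, adjusted p = 8.1e-07). CPSF1 was more negative with JTE-607, with a difference of -0.76 (standard error 0.113, adjusted p = 0.000612), as were CPSF4 at -0.61 (standard error 0.128, adjusted p = 0.00561) and the phosphatase SSU72 at -0.47 (standard error 0.0869, adjusted p = 0.00258). PCF11 had a difference of 0.34 (standard error 0.185, adjusted p = 0.254). The drug and the knockdown were separate experiments, each with its own controls, so any difference between the cultures is part of this contrast.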

*CPSF3* knockdown, but not inhibition, dysregulates the protein expression of CPA factors. The fact that basal protein levels of CPA factors are dysregulated may explain the divergence in APA patterns and gene expression alterations. This conclusion, however, is limited to the few probed CPA complex components, and further study is required for the remaining CPA complex subunits. Furthermore, whether *CPSF3* knockdown and inhibition distinctly influence PAS selection has not been previously studied. Here, we demonstrate that DAGs upon *CPSF3* knockdown and inhibition possess different motifs surrounding the PAS. Such differences have been shown to influence PAS selection thus inducing distinct APA patterns (Brown and Gilmartin 2003; Martin et al. 2012). Although *CPSF3* knockdown and inhibition affect APA differently, it remains difficult to delineate the molecular mechanism solely by computational means. It is possible that limitation of the motif algorithm may account for the differences in the enriched motifs.

JTE-607 attenuates cell proliferation in AML and Ewing's sarcoma through increasing R-loop formation and down-regulating the expression of DNA damage response genes (Ross et al. 2020). R-loops are DNA:RNA hybrids that form as a result of aberrant transcription, a characteristic of cancers with genetic rearrangements such as AML and Ewing's sarcoma (Gorthi et al. 2018; Luo et al. 2022). R-loops increase in models with mRNA CPA defects (Stirling et al. 2012), suggesting that the sensitivity of AML and Ewing's sarcoma to JTE-607 may be a consequence of high basal levels of R-loops, which eventually accumulate, leading to DNA damage and genomic instability. In our study, GSEA did not reveal changes in DNA damage response pathways upon *CPSF3* knockdown or inhibition in PDAC cells. Therefore, we propose that CPSF3 regulates cell proliferation through distinct mechanisms in AML and Ewing's sarcoma relative to PDAC. 

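Genes of DNA damage signaling and repair changed in both directions with JTE-607 and did not pass the test in the knockdown. Of 65 genes, 17 were higher, 24 lower and 24 did not pass with JTE-607, and the counts were the same when adjusted over the list alone. The helicase BRIP1 rose from 44.7 to 67.4 CPM (log2 fold change 0.59). RAD17, which loads the checkpoint clamp, fell with a log2 fold change of -0.63. In the knockdown 0 of the 65 passed the test of edgeR, 0 when adjusted over the list alone, and 3 had an unadjusted p under 0.05; DDB2, a sensor of UV damage, had the lowest p there (log2 fold change 0.49, standard error 0.174, adjusted p = 0.209). Camera gave the list an adjusted p of 0.999 with JTE-607 and of 0.689 in the knockdown; without sh1 replicate 3 the latter was 0.0444.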

In PDAC cells, we find that JTE-607 impairs the processing of proliferation-dependent (RD) histone mRNAs. This is consistent with the role of CPSF3 in the HCC (Sullivan et al. 2009b; Yang et al. 2013, 2020; Sun et al. 2020; Gutierrez et al. 2021). Defects in the HCC have been shown to reduce the availability of RD histones (Zhao et al. 2004; Sullivan et al. 2009a,b; Armstrong and Spencer 2021). However, prior to now, no studies have described the effect of CPSF3 inhibition on HCC activity. Depletion of many HCC genes led to an accumulation of histone readthrough transcripts in the nucleus (Wagner et al. 2007; Romeo et al. 2014). Similarly, we find extensive transcript readthrough in RD histone mRNAs, but not RI histone mRNAs upon JTE-607 treatment in PDAC cells. In accordance with a previous study, *CPSF3* knockdown did not induce RD transcriptional readthrough (Pettinati et al. 2018). Importantly, neither *CPSF3* knockdown nor inhibition-induced histone transcriptional readthrough in immortalized control cells. This is consistent with the notion that slowly proliferating cells do not have high levels of RD histone transcription. In accordance with this model, we find that JTE-607, but not *CPSF3* knockdown, decreases mRNA levels of core histones in PDAC cells. 

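H2BC4 fell more with JTE-607 than in the knockdown, by a difference of -2.19 on the log2 scale (standard error 0.393, adjusted p = 0.00466 from edgeR), H4C4 by -2.76 (standard error 0.47, adjusted p = 0.00352) and H3C2 by -2.24 (standard error 0.521, adjusted p = 0.0171). Across 54 RD histone genes the median difference was -1.39; 22 were more negative with JTE-607, 1 was more positive and 31 did not pass. The gene that was more positive, H4-16, had a difference of 0.93 (standard error 0.194, adjusted p = 0.00538). H2AC6, another RD gene that rose with the drug, had 0.34 (adjusted p = 0.372). Of the 10 RI histone genes 1 was more positive and 1 more negative.

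**Figure D1:**
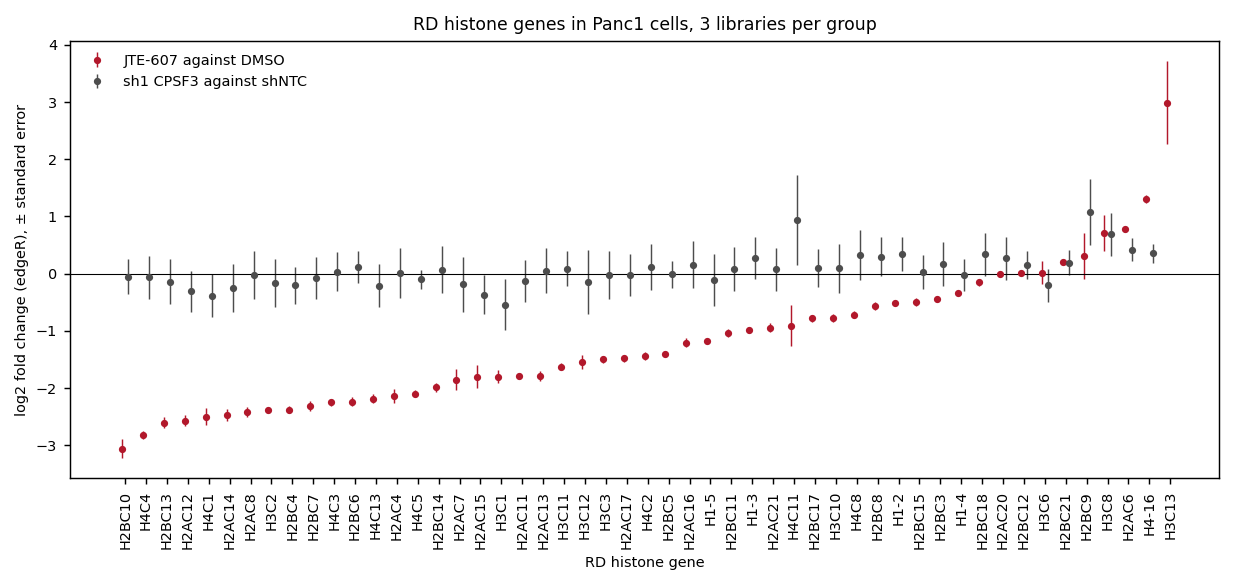
Log2 fold changes of RD histone genes with JTE-607 against DMSO and with sh1 CPSF3 against shNTC, 1 point per gene and comparison with bars of 1 standard error (n = 3 libraries per group). The median is -1.43 over the 51 RD genes tested with JTE-607. Over the 53 RD genes tested in the knockdown it is 0.04, with wider bars.

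**Figure D2:**
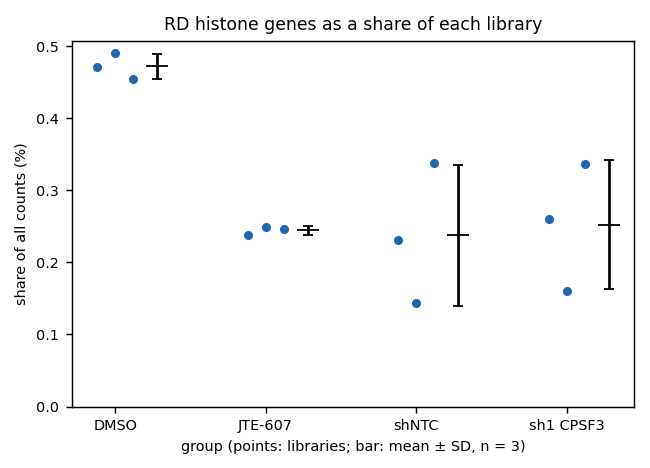
Percentage of all counts taken by RD histone genes in each of the 12 libraries, as points, with the mean and SD of each group (n = 3). The JTE-607 libraries lie between 0.238% and 0.249% and the DMSO libraries between 0.454% and 0.490%.

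An effect past the threshold in one comparison and not in the other needs such a test of the interaction, which took all 12 libraries in 1 fit. It covered 15623 genes, of which 2269 passed, 969 more positive and 1300 more negative with JTE-607. The RD count of 22 was 14 without sh1 replicate 3. Some genes had counts in one experiment only. Over the 50 RD genes tested in both comparisons, adjusted among the 13595 genes tested in both, 22 were again more negative and 1 more positive.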

The failure of *CPSF3* knockdown to inhibit histone gene expression may be due to the fact that a very small fraction of the total CPSF3 is present in the low abundance histone processing complex, and that complex may have a high affinity for the mCF subcomplex. On the other hand, even though it is possible that the reduction in core histone mRNA levels with JTE-607 can be attributed to defects in histone processing, a potential explanation for such reduction in histone mRNA is that the rate of cell growth has been reduced by JTE-607. Any mechanism that slows cell growth will also reduce the levels of histone mRNA. It is also possible that readthrough transcription was only identified for RD histones in PDAC cells because they are abundantly transcribed. Therefore, whether this reduction of core histone mRNA levels is a direct effect of the inhibition of CPSF3 on histone mRNA processing requires further study. Additionally, although inhibition of CPSF3 will result in the production of some unprocessed histone mRNA (i.e., readthrough), it might also result in some polyadenylated histone mRNAs, or misprocessed histone mRNA (Lyons et al. 2016). Furthermore, it is possible that there is a global transcriptional readthrough upon *CPSF3* knockdown and inhibition. Knockdown of *CPSF3* results in readthrough of most transcripts that are normally polyadenylated (Eaton et al. 2018, 2020). In addition, JTE-607 causes widespread transcriptional readthrough in HeLa and HepG2 cells (Cui et al. 2023). However, because these readthrough transcripts are very unstable, we were not able to detect them in our bulk RNA-seq data. Therefore, sequencing of nascent RNA is needed to assess the global impact on transcriptional readthrough.

Several studies have shown the effect of 3′-end mRNA processing on chromatin integrity. For example, JTE-607 increases accumulation in R-loops, DNA damage, and thus genomic instability (Ross et al. 2020). Additionally, inhibition of CPSF4 PAS recognition upon influenza infection by the NS1 protein causes RNA Polymerase II readthrough that leads to widespread changes in genome architecture dependent on NS1 (Heinz et al. 2018). We demonstrate that JTE-607 decreases core histone levels. Limited histone supplies destabilize chromatin through disruption of nucleosome assembly (Günesdogan et al. 2014). Chromatin is opened and destabilized since cells are in the S-phase replicating DNA and not producing enough histones to occupy it. We find that JTE-607 destabilizes chromatin in PDAC but not immortalized control cells, and derepresses heterochromatin-mediated gene expression silencing.

Expression of RD histones increases ∼30- to 50-fold during DNA synthesis (Marzluff and Pandey 1988; Osley 1991). The life cycle of these core histone genes starts late in G1 through the mid-S-phase of the cell cycle and degradation occurs at the late S-phase (Marzluff et al. 2008; Mendiratta et al. 2019). Silencing of the HCC core component *FLASH* induces S-phase arrest in HeLa cells (Barcaroli et al. 2006). We find that JTE-607 arrests cells in the S-phase of the cell cycle, with cells slowly cycling through the early mid-S-phase but failing to progress through the late S-phase. This is consistent with a previous study where depletion of the histone chaperone *ASF1* disrupts progression through mid to late S-phase (Groth et al. 2005). Importantly, silencing of *MBLAC1*, an endonuclease selective for 3′ processing of RD histone pre-mRNAs, significantly impairs cell cycle progression during S-phase (Pettinati et al. 2018). In addition, the knockdown of *CSTF2*, a gene with dual functions in CPA and histone pre-mRNA processing, delays progression through the S-phase, but its expression is highly dependent on the cell cycle stage (Romeo et al. 2014). The same study showed that *CPSF3* expression is not cell cycle regulated, suggesting that the histone phenotype we observe may be driven by CPSF3 inhibition and not merely a consequence of cell cycle arrest. However, it is possible that the effect of JTE-607 on histone mRNA levels is cell cycle regulated since the arrest in the S-phase results in rapid degradation of histone mRNA which would quickly lower histone mRNA levels. Although *CPSF3* knockdown induced cell cycle arrest, the pattern of cell cycle arrest is distinct from that induced by JTE-607 in our study and by histone disruption in previous reports. While our manuscript was under review, a publication reported that JTE-607 leads to DNA damage and S-phase crisis in HeLa and HepG2 cells (Cui et al. 2023). While JTE-607 induced S-phase arrest in PDAC cells, we did not see changes in DNA damage response pathways upon *CPSF3* knockdown or inhibition by GSEA. In fact, JTE-607 did not induce significant levels of apoptosis in our PDAC cells. Therefore, our findings suggest that JTE-607 mediates its growth-attenuating phenotype by arresting cells in the S-phase, possibly through reducing histone supplies thereby blocking cell cycle progression. In conclusion, our study has revealed the role of CPSF3 in pancreatic cancer and uncovered a new mechanism by which CPSF3 regulates cell proliferation.

There are several limitations to this study that warrant further investigation. First, there are clearly changes in the levels of some polyadenylated mRNAs which likely contribute to the cell proliferation deficiency, as well as some changes in APA which may contribute. Although around 1800 genes are altered in expression, only a small number show changes in APA. 

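Gene expression changed widely with JTE-607 and by small amounts for most genes. At an adjusted p under 0.05 from edgeR, 3653 genes were higher and 3770 lower, 53.3% of those tested; with library size alone in place of TMM, 4330 were higher and 3078 lower. Of the 7423 called genes 4894 changed by less than 1.5-fold. A change of at least 2-fold was seen for 1174 of them, 893 higher and 281 lower. Among the largest rises were RP11-274N19.4 (log2 fold change 8.71, standard error 0.614), the pseudogene CEACAM22P (8.37, standard error 1.03) and ACSBG1, an acyl-CoA synthetase (6.82, standard error 0.517). The transcription factor ETV7 rose by 4.27 and the granzyme B inhibitor SERPINB9 by 2.74. Among the largest falls outside the histone genes were TLCD1, a membrane lipid regulator, at -2.61 and the antisense RNA VPS9D1-AS1 at -2.47.

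An unadjusted p under 0.05 was reached by 8045 genes. DESeq2 called 6107 genes.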

The contribution of CPSF3 inhibition to changes in PAS selection and the resultant effect on gene expression require further study. Although *CPSF3* knockdown and inhibition affect APA differently, it remains difficult to delineate the molecular mechanism solely by computational means. Additionally, a main limitation in comparing *CPSF3* knockdown and inhibition is that these approaches occur across different timescales. While we address this for RD histone readthrough, the different timescales may affect other observed differences in the levels of gene expression and APA. While our experiments detected transcriptional readthrough upon JTE-607 treatment, this does not necessarily mean that those transcripts are unprocessed RNAs. Rather, they fail to terminate RNA polymerase II but still they could be processed, a possibility that needs further experimental investigation. Also, it is possible that the limitation of the motif algorithm may account for the differences in the consensus signals. While our cell line models did not show APA alterations of PDAC-associated genes, we think this may be attributed to the heterogeneity of PDAC tumors, and analysis of APA using patient-derived single-cell RNA-seq data is underway to address this issue. Although *CPSF3* is an essential gene in all cells including immortalized control cells, it is likely that the relatively slow-growing cells upon *CPSF3* knockdown have adapted to grow with reduced levels of CPSF3. Furthermore, our analysis provides new insight into the mechanisms underlying JTE-607 target specificity. Next, it remains an open question how JTE-607 up-regulates the expression of a subset of genes. It is a possibility that JTE-607-induced relaxation of chromatin structure may result in aberrant transcription. Similarly, even though histone mRNA transcription factors are not altered at the level of APA or gene expression, open chromatin structure may facilitate transcription of suppressors of histone mRNA transcription, or interaction with suppressive elements. While these transcription factors bind to histone gene promoters, the fact that some of these are involved in the expression of many other genes must be taken into consideration. Also, it is important to keep in mind that histone gene transcription requires cyclin E/cdk2 (Zhao et al. 2000), which itself is a cell cycle regulator. Although the specificity of JTE-607 for CPSF3 has been supported by robust experimental validation in multiple studies, it is possible that off-target effects may occur. However, we note that the effects of JTE-607 on S-phase arrest and histone mRNA processing are similar to those produced upon depletion of the HCC component CSTF2 (Romeo et al. 2014).

## MATERIALS AND METHODS

Full details on all methods are available in the Supplemental Material.

### Cell lines and in vitro culture

HEK293T, MiaPaCa2, Panc1, Suit2, Human immortalized C7 CAFs, and PancPat CAFs cells were cultured in complete DMEM media. Nontransformed pancreatic cell line HPNE and HPDE cells were cultured in modified media. All cell lines were cultured at 37°C with 5% CO_2_ and tested negative for mycoplasma.

### Generation of CPSF3 knockdown cells

Cells were either stably knocked down using shRNA or transiently silenced using siRNA.

### RNA isolation and quantitative PCR

Cells were lysed with TRIzol reagent. RNA was then isolated and cDNA was synthesized. qPCR was conducted with SYBR Green PCR primers mixed with iTaq Universal SYBR Green Supermix and run on the CFX Connect System (Bio-Rad).

### Immunoblotting

Whole-cell lysates were lysed using RIPA lysis buffer with protease inhibitors, boiled at 95°C for 5 min, and resolved by SDS-PAGE. Proteins were transferred to nitrocellulose membranes, blocked with 5% nonfat dry milk in 1× TBST, and incubated with primary antibodies overnight at 4°C. Membranes were incubated with HRP-conjugated secondary antibodies at room temperature for 1 h, and Pierce ECL Western Blotting Substrate was used for chemiluminescent detection.

### Proliferation and clonogenicity assays

For proliferation experiments, cells were seeded into a white 96-well plate, and cell proliferation was measured on days 0, 2, 4, and 6. For clonogenicity assays, cells were seeded into a six-well plate, and colony area was measured after 11 d.

### Xenograft experiments

Animal experiments were approved by the Roswell Park Institutional Animal Care and Use Committee. MiaPaCa2 cells infected with shNTC and sh1 CPSF3 constructs were injected subcutaneously into the flanks of 8-wk-old NOD/SCID/IL2Rγ^−/−^ (NSG) mice. Tumor volume was determined by caliper measurements obtained in two dimensions and calculated as width^2^ × length/2 twice a week.

### Cell cycle analysis

Cells were trypsinized, fixed with 70% ethanol, washed with 1× PBS, and incubated with RNaseA at 37°C for 1 h. Propidium iodide was added and cells were analyzed by FACS at 488 nm.

### BrdU incorporation assay

Cells were cultured and incubated with BrdU for 4 h, rinsed, trypsinized, and permeabilized in 70% ethanol. Next, cells were pelleted, and DNA was hydrolyzed in 2N HCl and then neutralized with 0.1M sodium tetraborate. Cells were pelleted and incubated with Anti-BrdU-FITC. Cell pellets were then washed and resuspended in RNaseA and PI and incubated at room temperature for 30 min in the dark. Cells were then analyzed by flow cytometry.

### RNA-sequencing

For each condition, three biological samples were sequenced. Cell pellets were collected and sent to Roswell Park Genomic Shared Resources for RNA sequencing. Data were analyzed by the Roswell Park Bioinformatics Shared Resource.

### Bioinformatics analyses

Differential expression analyses were performed with DESeq2 (v1.36.0) (Love et al. 2014). For 3′-UTR, APA was analyzed using PolyAMiner-Bulk (Jonnakuti et al. 2023). For motif enrichment analysis, ungapped motifs of recurring fixed-length patterns in our sequence data sets were called using the STREME methodology (Bailey et al. 2015).

### Statistical analyses

Experimental findings were obtained from at least two independent experiments. *P* < 0.05 was considered statistically significant.

## DATA DEPOSITION

Sequencing data sets generated in this study have been deposited into the NCBI Gene Expression Omnibus with the accession number GSE252667 (GEO; https://www.ncbi.nlm.nih.gov/geo/).

## SUPPLEMENTAL MATERIAL

Supplemental material is available for this article.

## Figures and Tables

**Abdulrahman A. Alahmari:**
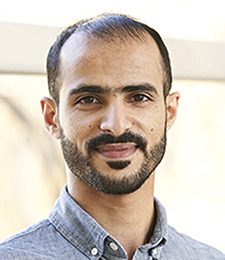

How the deposited data were processed for this re-analysis (not part of the article)

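Total RNA of Panc1 cells was sequenced after depletion of ribosomal RNA, with random priming. The 12 libraries form 4 groups of 3 biological samples: JTE-607 at 10 µM for 24 h, DMSO for the same time, sh1 against CPSF3, and the nontargeting shNTC. The authors deposited 1 table of raw counts per gene with no normalization and 1 column per library, and no column was left out. Their notes name bcl2fastq 2.20, STAR 2.7.9a, featureCounts, Subread 1.6.4 and the genome GRCh38.p7, without the annotation release, the strand setting or the handling of reads that map to several genes. The paper states that 3 biological samples were sequenced per condition and that differential expression was tested with DESeq2. The table holds 60649 genes, of which 30809 have no count in any library. Gene positions come from GENCODE release 29 on GRCh38, in which 58337 of the gene identifiers were found, with 99.9% of the counts; H3C2 and H3C3 were not among them and have no position here.

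Counts were analysed in R 4.3.3 with edgeR 4.0.16. Each comparison used its own 6 libraries, TMM normalization, the filterByExpr rule with a count minimum of 10, and the robust quasi-likelihood F test, and p-values were adjusted by the Benjamini-Hochberg method over the tested genes. Genes at an adjusted p under 0.05 are called changed. The difference between the effects of JTE-607 and of the knockdown was tested as the interaction in 1 fit of all 12 libraries. Lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01, again with a correlation estimated from the libraries, and with fry, and lists with at least 3 tested members were included. Overlaps and the shares of called genes were tested with Fisher's exact test, two-sided, and shares of counts with an exact permutation test, whose smallest two-sided p is 0.1 for 3 against 3 libraries.

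Total counts per library run from 7802288 to 14625914. Standard errors of log2 fold changes come from the fitted model. The procedure was tested on simulated data with the counts and spread of each comparison. At the spread of the drug libraries, changes of 1.5-fold, 2-fold and 4-fold were found for 75.8%, 92.4% and 100% of changed genes, and 6.38% of calls were false. At the spread of the knockdown libraries the figures were 13.4%, 59.4% and 93.8%, with 6.14% false.

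The comparisons, the 48 gene lists, the rule for named genes and the alternatives were fixed before the data were examined, apart from 3 alternatives and the tests named as later ones. The lists cover RD and RI histone genes, RD genes in identical copies and RD genes often polyadenylated, CPA factors, the histone cleavage complex, Integrator, histone-modifying enzymes, histone chaperones, regulators of histone gene transcription, cell cycle phases, DNA damage, p53, apoptosis, cytokines, NF-kB, interferon, stress responses, metabolism, mitochondria, ribosomes, MYC, proteasome, splicing, epithelial and mesenchymal genes, pancreatic cancer subtypes, developmental signaling, esterases, and markers of other cell types. Named genes are every gene the paper names, every tested RD and RI histone gene, the 10 largest changes per direction among called genes whose groups do not overlap and whose mean is at least 1 CPM, and the 3 largest called members of each list, or the member with the lowest p where none is called; other genes named in the text were chosen after their values were seen. Some genes that the rule takes in are not reported here.

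Alternatives were DESeq2 1.42.0 with genes of at least 10 total counts, at no fold threshold and at changes of at least 1.5-fold and 2-fold, a threshold of 2-fold in edgeR, an adjusted p under 0.01, RLE size factors, library size alone, no filter on low counts, a filter of 1 CPM in at least 3 libraries, fits over all 12 libraries, the replicate number as a block, and each library left out in turn. Distances of 1 and 20 kb were tried beside 5 kb for neighbouring genes, which count as expressed at a mean of at least 1 CPM. A sign change between 2 values that both missed the threshold was counted as the same.

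The counts of the 2 experiments were compared after genes with 0 counts in one of them were seen. RFLNB had 12514 counts in the knockdown libraries and 0 in the drug libraries, SNORA73A 4782 in the drug libraries and 0 in the knockdown libraries, and the mitochondrial ribosomal RNA MT-RNR2 had 70897 against 363. The RD histone genes H2AW and H2BU1 had 309 and 283 counts in the knockdown libraries and 0 with the drug or DMSO. Each comparison sets libraries of 1 experiment against each other, but genes with 0 counts there drop out of its test. H2AW and H2BU1 were thus not tested with JTE-607. The set of genes tested in both comparisons is affected in the same way. In the interaction test 106 of the 2269 genes past the threshold were not tested in both comparisons, and adjusted over the 13595 genes that were, 2261 passed. Alternative polyadenylation, which needs read positions, was not analysed here.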

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

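Chosen only after the results were seen were the tests of polyadenylated RD genes and of low counts among RD genes that did not fall, the tests of depth, abundant genes, length or GC content and proliferation for the spread of the knockdown libraries, the direct comparison of genes higher and lower with JTE-607 by their neighbours and the single bins of mean expression, together with their use in weighing them, the tests of facing neighbours over bins of length and GC content, the comparison of the experiments' counts, and 3 alternatives: leaving out both libraries with replicate number 2, leaving out the 10 most abundant genes, and a correction for length and GC content.

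The effects of JTE-607 and of the knockdown differed for 2269 of 15623 genes in the interaction test. Of 54 RD histone genes 22 were more negative with JTE-607 and 1, H4-16, was more positive; without sh1 replicate 3 the count of 22 was 14. Among 50 draws of splits within each experiment, 3 gave at least 2269 genes, the real groups and 2 regrouped draws with 2781 and 3370 genes. Those 2 regrouped the knockdown libraries only and so kept the effect of the drug, which leaves the total untested against chance; the highest count with the drug libraries regrouped was 67.

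With JTE-607, 53 of 74 mitochondrial ribosome genes and 36 of 36 ribosome biogenesis genes were lower, 2 groups of genes that the paper does not discuss. In the knockdown, 8 of 22 epithelial genes were higher and 2 lower, which the paper does not report. The list passed camera with its preset correlation and not with an estimated one (adjusted p = 0.686). The 322 calls of the knockdown comparison became 5 without shNTC replicate 1 and 9 without sh1 replicate 1.

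Of the 51 tested RD histone genes, 9 did not fall with JTE-607. Low counts hiding a fall of median size are argued against. The lowest of the lower 95% bounds of the 9 was -0.49 on the log2 scale, against a median of -1.70 for those that fell. The bounds of 4 lie below 0 (H2BC9 -0.49, H3C6 -0.38, H2AC20 -0.10 and H2BC12 -0.05). Low counts hiding a small fall stay open for H2BC9 and H3C6, at 1.02 and 4.62 CPM with DMSO. H2AC20 and H2BC12 had 94.9 and 190 CPM with DMSO, against a median of 83.7 CPM for those that fell. These levels argue against low counts for H2AC20 and H2BC12. A DMSO level under 5 CPM was more frequent among the 9 than among those that fell (4 of 9 against 1 of 42, Fisher's exact p = 0.00231). Read-in from an expressed upstream gene stays open as well, since the 9 are too few: 1 of them and 8 of the 40 with a known position that fell had such a neighbour (Fisher's exact p = 1). The 6 RD genes listed as often polyadenylated in differentiated cells had a median of -0.25 against -1.50 for the others (permutation p = 0.0253), so 3' ends made without the histone complex may explain part of the difference. It remains a hypothesis, since 3' ends were not measured here and it was tested after the genes were seen. The paper describes CPSF3 as the endonuclease of polyadenylation too, so such 3' ends need not escape the drug. Of the 6 genes, 3 were lower and 3 did not fall.

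The knockdown libraries vary more within their groups than the drug libraries. Depth is argued against, with at least 11964157 counts in every library, as are a few abundant genes and length or GC content as its whole cause: the biological coefficient of variation was 0.164 with TMM, 0.165 with library size alone and without the 10 most abundant genes, and 0.158 with the length and GC correction, and with 1 library left out it stayed at 0.148 and 0.144 or above in the last 2, against at most 0.0671 and 0.0661 in the drug experiment. S phase and G2/M genes had a median within-group SD of 0.526 on the log2 scale, against 0.149 for genes matched on expression (permutation p = 1e-04, the smallest that 10000 lists can give), while in the drug experiment they had 0.0525 against 0.0557 (p = 0.854). Different proliferation of the cultures may therefore account for part of the spread. Leaving out both libraries with replicate number 2 gave 342 genes.

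Genes higher with JTE-607 had an expressed gene on the same strand ending within 5 kb upstream more often than other tested genes (13.1% against 10.1%, odds ratio 1.34, 95% interval 1.19 to 1.51), and the odds ratio was 1.94 and 2.56 with DESeq2 at changes of at least 1.5-fold and 2-fold and 2.94 with edgeR at 2-fold. The expression level of the genes stays open: the odds ratio was 1.32 over 5 bins of mean expression, but 2.30, 1.39, 0.970, 0.909 and 0.896 from the lowest to the highest bin, so the pooled value does not decide. The first value met what read-in from the upstream gene would give, but genes lower with JTE-607 also had such neighbours more often (odds ratio 1.23), and higher against lower genes gave 1.07 (0.927 to 1.23), 0.846 over those bins (0.729 to 0.982) and 1.58 in the lowest bin. Lower genes also had expressed facing neighbours downstream more often (odds ratio 1.91, and 1.74 over bins of gene length and GC content), while for higher genes an opposite-strand upstream neighbour was less frequent (odds ratio 0.723). Read-in may thus contribute, but it and other effects of gene neighbourhood cannot be told apart, because neither read positions nor the strand setting were available.

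With 3 against 3 libraries there are 10 splits, too few for a share under 0.05. The real value was 7423 genes changed by JTE-607 (highest other 2; 1 split as large), 42 RD histone genes lower (highest other 0; 1 split), 18 lists past camera with JTE-607 (highest other 13; 1 split), 322 genes changed in the knockdown (highest other 0; 1 split) and 6 lists in the knockdown (highest other 27; 9 splits). The larger counts of lists in other splits of the knockdown libraries point to a structure of these samples apart from the shRNA. For the 188 genes changed in both comparisons, 1 of 100 splits was as large, the real one, with 0 in the highest other; regrouped libraries call 0 to 2 genes, so these splits do not test the overlap.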

How the results depend on the processing

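All tests here were planned apart from 3 alternatives chosen after the results were seen: without both libraries of replicate number 2 (342 genes changed in the knockdown), without the 10 most abundant genes (313) and with a length and GC correction (396). No gene named by the rule changed direction past the threshold under the other alternatives; under these 3 that was not examined. The 42 lower RD histone genes with JTE-607 stayed between 40 and 42, and the odds ratio of their enrichment between 10.6 and 13.1, with any 1 library left out. CPSF3 in the knockdown stayed between -2.43 and -2.20. For the changes below the cause was not tested, except that fold thresholds and a stricter p leave fewer genes by construction. With an estimated correlation the RD list had an adjusted p of 0.164 with JTE-607, and 1 and 0 other lists passed with JTE-607 and in the knockdown, against 17 and 6. DESeq2 gave 717 genes and 11 lists in the knockdown and 366 shared genes. At 1.5-fold or more it gave 2486 genes, 0 lower RI genes and 4 CPA factors with JTE-607 and 596 genes in the knockdown. At 2-fold or more it gave 1373 genes, 0 RI genes and 0 CPA factors with JTE-607, 89 shared genes and 883 in the interaction. In edgeR that threshold gave 1174 genes, 0 RI genes and 0 CPA factors with JTE-607, 202 in the knockdown, 47 shared, 832 in the interaction. An adjusted p under 0.01 left 35 genes in the knockdown, 20 shared, 10 RD genes and 1015 genes in the interaction. Without a filter on low counts, 757 genes and 14 lists passed in the knockdown, 427 genes were shared, 40 RD genes passed in the interaction, and the median of all genes with JTE-607 moved to 0.10. Over 12 libraries DESeq2 gave 4326 genes, 0 lower RI genes and 8 CPA factors with JTE-607, 1610 genes, 2 CPA factors and 12 lists in the knockdown and 623 shared genes; edgeR gave 4441 genes, 1 lower RI gene, 8 CPA factors and 10 lists with JTE-607, 1485 genes and 2 CPA factors in the knockdown and 598 shared genes. Leaving out 1 library gave 5 (without shNTC replicate 1) to 403 genes in the knockdown, 6 to 25 lists there, 4 to 238 shared genes, 14 to 32 RD genes and 1562 to 2727 genes in the interaction, 6708 to 7190 genes and 14 to 17 lists with JTE-607, and an adjusted p of 0.0013 to 0.954 for the RD list in the knockdown. The RD list reversed there without shNTC replicate 2 (adjusted p = 0.0106). The G2/M list, in a range of 0.000886 to 0.996, reversed to a fall without shNTC replicate 2 (0.000886) or sh1 replicate 3 (0.0103). It passed with a rise without sh1 replicate 2 (0.00787) or shNTC replicate 3 (0.0153), so its direction depended on the library left out. These camera values use the preset correlation of 0.01. The estimates with all knockdown libraries were 0.749 for the RD list and 0.935 for the G2/M list. The values for these lists therefore do not show a rise or a fall. The replicate number as a block gave 2545 genes, 8 RD genes and 4 CPA factors in the knockdown, 1478 shared genes, and 4562 genes and 43 RD genes in the interaction. This is a hint only, since same-numbered libraries correlated at -0.00, 0.61 and 0.48 in the knockdown and at a mean of -0.09 with JTE-607 (-0.0200 without a filter). Knockdown replicates 2 and 3 of opposite groups correlated at -0.57 and -0.52, so a shared effect of the replicate number stays open there.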

Differences from the paper's values

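The paper states that around 1800 genes are altered in expression, without naming the comparison, a fold threshold or an adjustment for this count in its text. Its methods take p under 0.05 as significant in general. Here 7423 genes were changed by JTE-607, at an adjusted p under 0.05 with no fold threshold. Of the alternatives fixed before the data were examined, DESeq2 with a change of at least 1.5-fold (2486 genes) or 2-fold (1373) came within 1.5 times of the paper's value. The others did not: DESeq2 without a fold threshold (6107), DESeq2 and edgeR over 12 libraries (4326 and 4441), edgeR with a change of at least 2-fold (1174), an adjusted p under 0.01 (6027), RLE size factors (7405), library size alone (7408), no filter (7576), a CPM filter (7428), the replicate block (7303) and each left-out library (6708 to 7190).

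The paper gives 119 genes that are differentially expressed in both conditions, and 188 were found here. For this count too the paper's text states no fold threshold or adjustment. Of the alternatives fixed before the data were examined, the difference closed to within 1.5 times with DESeq2 and a change of at least 2-fold (89), a CPM filter (178), and without shNTC replicate 2 (117), shNTC replicate 3 (115), sh1 replicate 2 (128) or JTE-607 replicate 2 (177). It did not with DESeq2 at no threshold (366), at 1.5-fold (187) or over 12 libraries (623), edgeR over 12 libraries (598) or at 2-fold (47), an adjusted p under 0.01 (20), RLE size factors (184), library size alone (203), no filter (427), the replicate block (1478), or without shNTC replicate 1 (4), sh1 replicate 1 (6), sh1 replicate 3 (238), DMSO replicate 1 (179), 2 (190) or 3 (192), or JTE-607 replicate 1 (185) or 3 (181).

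The paper names histone methylation, acetylation and deacetylation among the gene sets changed in its enrichment analysis. With the lists used here, which are not the paper's sets, none of the 3 moved one way against other genes with JTE-607 (camera adjusted p = 0.735, 0.476 and 0.757). Each list tested by itself for changes in either direction did pass (fry mixed adjusted p = 4.2e-05, 6.6e-05 and 2.1e-05). For a fall on balance, fry gave adjusted p = 0.0592, 0.0179 and 0.0101. The difference from the paper is thus limited to the test against other genes.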

Other observations

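The tests of gene lists here were all planned; none was chosen after its result was seen.

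Genes that make ribosomes fell with JTE-607. Of 36 ribosome biogenesis genes all 36 were lower, with a median of -0.41 on the log2 scale (DKC1, a pseudouridine synthase subunit, -0.66; RRP9 -0.64; camera adjusted p = 3.6e-13, and adjusted p = 0.164 with an estimated correlation). Of 75 cytosolic ribosomal protein genes 56 were lower and 3 higher (RPL13 -0.57, RPS27 -0.53; camera adjusted p = 1.9e-07, and adjusted p = 0.262 with an estimated correlation). Of 74 mitochondrial ribosome genes 53 were lower and 2 higher, 54 and 2 when adjusted over the list alone, with a median of -0.34 (MRPL28 -1.34, MRPL53 -1.26; camera adjusted p = 8.6e-10, and adjusted p = 0.0431 with an estimated correlation, the only list whose call held with it). Of 62 nuclear oxidative phosphorylation genes 35 were lower and 2 higher (NDUFB10 -0.87, NDUFS8 -0.77; camera adjusted p = 5.3e-05, and adjusted p = 0.164 with an estimated correlation), of 19 MYC targets 15 lower and 1 higher (MYBBP1A -0.81, the spermidine synthase SRM -0.76; 6.0e-05, and adjusted p = 0.206 with an estimated correlation), and of 31 proteasome genes 24 lower and 2 higher (PSMD6 -0.64; 8.8e-07, and adjusted p = 0.206 with an estimated correlation). Of 41 splicing factor genes 23 were lower and 6 higher, 7 higher when adjusted over the list alone (EFTUD2, a core spliceosomal GTPase, -0.92; SNRPD3 0.74; camera adjusted p = 0.0206, and adjusted p = 0.291 with an estimated correlation). Of 15 Integrator genes 10 were lower and 2 higher (INTS11, its endonuclease, -1.12; INTS1 -0.61; 0.00368, and adjusted p = 0.164 with an estimated correlation). Of 14 genes of the histone cleavage complex and histone mRNA factors 7 were lower and 1 higher (MBLAC1 -1.27, LSM10 -0.45, ZNF473 -0.40; camera adjusted p = 0.245).

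The cell cycle genes moved apart with JTE-607. Of 43 S phase genes 22 were higher and 6 lower (CCNE2, a cyclin of S phase entry, 0.70; GINS2, a subunit of the replicative helicase, -1.21; camera adjusted p = 0.00602, and adjusted p = 0.164 with an estimated correlation), while of 56 G2/M genes 29 were lower and 8 higher, 9 higher when adjusted over the list alone (CDC20 -0.52, CENPE -0.48; 0.00599, and adjusted p = 0.262 with an estimated correlation). Of 17 regulators of histone gene transcription, a list of its own and not the paper's table, which was not analysed here, 8 were higher and 2 lower (E2F2 0.65, E2F4 -0.51; camera adjusted p = 0.0249, and adjusted p = 0.262 with an estimated correlation); E2F2 did not pass without JTE-607 replicate 2 (adjusted p = 0.0642). Of 23 epithelial genes 15 were higher and 5 lower (OVOL1 2.71, KRT80 1.53; 0.000816, and adjusted p = 0.262 with an estimated correlation), and 5 of 6 basal-like pancreatic cancer genes were higher (KRT17 3.02, S100A2 1.25, KRT7 1.22; 0.0111, and adjusted p = 0.262 with an estimated correlation). Of 24 p53 targets 11 were higher and 5 lower (CDKN1A, a cell cycle inhibitor, 1.34; TP53I3 -1.54; camera adjusted p = 0.281), and of 20 apoptosis regulators 11 higher and 4 lower (BMF 1.61, APAF1 0.64; 0.0761). In the knockdown 8 of 22 epithelial genes were higher and 2 lower, 13 and 2 when adjusted over the list alone (E-cadherin CDH1 1.95, LAMA3 1.70; camera adjusted p = 4.5e-11, and adjusted p = 0.686 with an estimated correlation). The calls of CDH1 and LAMA3 ended without shNTC replicate 1 (adjusted p = 0.0759 and 0.101) or sh1 replicate 1 (0.0782 and 0.122).

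Other lists with JTE-607 that passed camera were germline genes, 2 of 3 higher (PRAME 0.59; adjusted p = 0.0141, and adjusted p = 0.213 with an estimated correlation), metallothioneins, 3 of 4 lower (MT1A -1.41, MT2A -0.59; 0.0351, and adjusted p = 0.291 with an estimated correlation; lost without DMSO replicate 2 at 0.0983 or DMSO replicate 3 at 0.26), and fibroblast markers, 3 of 4 higher and 1 lower (PDGFRB 2.02, THY1 1.85, COL1A1 0.76; 0.0347, and adjusted p = 0.34 with an estimated correlation; 0.0504 without DMSO replicate 3). Lists that did not pass, with genes higher, genes lower and the camera adjusted p, were RD genes often polyadenylated (2, 3, 0.126), NF-kB feedback (2, 3, 0.999), interferon-stimulated genes (11, 4, 0.359; MX1 1.58), the integrated stress response (5, 4, 0.575; ATF3 0.59), the unfolded protein response (2, 7, 0.497) and immediate early genes (7, 7, 0.499; EGR3 2.07). The same held for NRF2 targets (3, 4, 0.863), cholesterol synthesis (3, 11, 0.0646; it passed without DMSO replicate 2 at 0.0424, JTE-607 replicate 2 at 0.0362 or JTE-607 replicate 3 at 0.0395), hypoxia and glycolysis (5, 3, 0.644), mitochondrial genome genes (0, 4, 0.457), mesenchymal genes (10, 7, 0.575; COL6A3 1.88), YAP and TEAD targets (3, 8, 0.29), classical pancreatic cancer genes (1, 1, 0.613), MHC class I genes (1, 2, 0.497) and Hedgehog, Notch and Wnt targets (5, 1, 0.193; LGR5 1.61). Adjusted over the list alone, NF-kB feedback had 2 higher and 2 lower. CES1, the esterase that activates JTE-607, had a log2 fold change of 0.15 with the drug (adjusted p = 0.138; 0.044 without DMSO replicate 1) and rose by 1.49 in the knockdown (standard error 0.244, adjusted p = 0.0234; 0.142 without shNTC replicate 1 and 0.16 without sh1 replicate 1). Without its gene in identical copies, H3C13, the RD list had 42 of 50 genes lower.

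In the knockdown the other lists past camera were cytosolic ribosomal proteins (0 of 75 called by edgeR, 13 at an unadjusted p under 0.05; adjusted p = 1.6e-05, and adjusted p = 0.937 with an estimated correlation), ribosome biogenesis (0 of 36, 4 unadjusted; 0.00183, and adjusted p = 0.937 with an estimated correlation) and the histone cleavage complex (1 of 14, CPSF3; 0.0102, and adjusted p = 0.937 with an estimated correlation), all lower, and basal-like genes (1 of 6, 5 when adjusted over the list alone; 0.000641, and adjusted p = 0.894 with an estimated correlation) and MHC class I genes (0 of 14, 5 unadjusted, 3 when adjusted over the list alone; 0.0361, and adjusted p = 0.937 with an estimated correlation), both higher. No list besides these and the epithelial genes passed camera in the knockdown with all 6 libraries. The histone cleavage complex list holds CPSF3, the target of sh1, and no value without it is given. Its fall is thus not shown for the other members. Ribosome biogenesis did not pass without shNTC replicate 3 (0.129) or sh1 replicate 2 (0.164), the histone cleavage complex without shNTC replicate 3 (0.0838) or sh1 replicate 2 (0.0842), and MHC class I genes without shNTC replicate 1 (0.205) or sh1 replicate 1 (0.109). Most markers of other cell types were scarce, apart from some fibroblast markers. Under 1 CPM in every library were 10 of 13 blood markers (highest CD68 at 4.90 CPM), 5 of 7 endothelial markers (ESAM at 3.85), 6 of 10 fibroblast markers (COL1A1 at 165) and 9 of 9 acinar and islet markers (INS at 0.256). The fibroblast markers COL3A1 and THY1 reached 98.8 and 50.8 CPM. In the knockdown COL3A1 rose (log2 fold change 1.26, adjusted p = 0.0133 from edgeR), the 1 called of 4 tested. Its call ended without sh1 replicate 1 (0.0782) or shNTC replicate 1 (0.0817). COL1A1 went from 65.3 to 132 CPM and THY1 from 41.8 to 32.3 CPM. Camera gave the list an adjusted p of 0.0571. With a rise it was 0.0103 without sh1 replicate 3, 0.0278 without shNTC replicate 2 and 0.0134 without shNTC replicate 3. With JTE-607 CD68 fell by 1.69 and ESAM rose by 1.85 on the log2 scale.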
